# Transglutaminase Type 2 regulates the Wnt/β-catenin pathway in vertebrates

**DOI:** 10.1038/s41419-021-03485-2

**Published:** 2021-03-05

**Authors:** Federica Rossin, Roberto Costa, Matteo Bordi, Manuela D’Eletto, Luca Occhigrossi, Maria Grazia Farrace, Nickolai Barlev, Fabiola Ciccosanti, Silvia Muccioli, Leonardo Chieregato, Ildiko Szabo, Gian Maria Fimia, Mauro Piacentini, Luigi Leanza

**Keywords:** Biological sciences, Developmental biology

## Abstract

TG2 is a multifunctional enzyme involved in several cellular processes and has emerging as a potential regulator of gene expression. In this regard, we have recently shown that TG2 is able to activate HSF1, the master transcriptional regulator of the stress‐responsive genes; however, its effect on the overall gene expression remains unclear. To address this point, we analyzed, by RNA-seq, the effect of TG2 on the overall transcriptome as well as we characterized the TG2 interactome in the nucleus. The data obtained from these omics approaches reveal that TG2 markedly influences the overall cellular transcriptome profile and specifically the Wnt and HSF1 pathways. In particular, its ablation leads to a drastic downregulation of many key members of these pathways. Interestingly, we found that key components of the Wnt/β-catenin pathway are also downregulated in cells lacking HSF1, thus confirming that TG2 regulates the HSF1 and this axis controls the Wnt signaling. Mechanistic studies revealed that TG2 can regulate the Wnt pathway by physically interacts with β-catenin and its nuclear interactome includes several proteins known to be involved in the regulation of the Wnt signaling. In order to verify whether this effect is playing a role in vivo, we ablated TG2 in *Danio rerio*. Our data show that the zebrafish lacking TG2 cannot complete the development and their death is associated with an evident downregulation of the Wnt pathway and a defective heat-shock response. Our findings show for the first time that TG2 is essential for the correct embryonal development of lower vertebrates, and its action is mediated by the Wnt/HSF1 axis.

## Introduction

Type 2 transglutaminase (TG2) is the most-studied enzyme belonging to the transglutaminase gene family, enzymes that catalyze Ca^2+^-dependent posttranslational modification of proteins, including protein–protein cross-linking, incorporation of primary amines into proteins, and glutamine deamination^1^. Although initially this enzyme was considered purely cytosolic, it is now accepted that TG2 can be localized in other cellular compartments such as nucleus, mitochondria, endoplasmic reticulum and endolysosomes^2^. This multiple subcellular localization and the identification of its substrates in these compartments clearly suggest that TG2 has multiple roles within the cell. Indeed, the enzyme has been shown to be a multifunctional protein having several well-defined enzymatic activities: GTP binding and hydrolysis, protein disulfide isomerase (PDI), and protein kinase activities^3,4^. TG2, by binding GTP, can participate in the transduction of the intracellular signal as part of the G protein coupled receptors^3^. At the mitochondrial level, TG2’s PDI activity has a key role in the production of ATP^5,6^ and it is important for the formation of disulfide bridges in the ATP synthase complex and other key components of the respiratory chain^7,8^. In accordance with this function, TG2 has recently been shown to localize in the MAMs where it plays key structural and functional roles^9^.

Unlike its enzymatic activities, the significance of TG2’s non-enzymatic regulation of its biologicals actions has recently gained importance highlighting that TG2 mostly acts as a scaffold to bridge various proteins, leading to different functional outcomes. Indeed, non-enzymatic interactions of TG2 seem to play physiological roles in a context-specific manner. Several recent data show that cytoplasmic TG2 under specific physiological conditions translocates to the nucleus where it either crosslinks nuclear proteins or interacts with them non-covalently^10^. The nuclear TG2 represents only a limited percentage of the total enzyme in a cell, however various stimuli largely increase its nuclear translocation. There is increasing evidence indicating the importance of nuclear TG2 in regulating gene expression via posttranslational modification or interaction with transcriptional factors (i.e., E2F1, HSF1, Sp1) and histones, in both physiological and pathological settings^11–14^. In this regard, we have recently shown that TG2, by acting as a PDI in the nucleus, is able to activate HSF1, the master transcriptional regulator of the stress‐responsive genes^13^. In fact, TG2 promotes HSF1 trimerization in stressed cells, thereby stimulating specific transactivation of its target genes.

Prompted by these findings, in this study we analyzed the effect of TG2 on the modulation of gene expression by defining its nuclear interactome and its effects on the cellular mRNA profile. In particular, our data clearly show that TG2 modulates gene expression by regulating the Wnt/β-catenin axis. Intriguingly, we also demonstrated that in zebrafish (*Danio rerio*) the TG2-dependent impairment of the Wnt/β-catenin pathway leads to a defective embryonal development. These findings provide a new perspective in our understanding of this enzyme and its involvement in the major human diseases, given the prominent role of Wnt/β-catenin pathway in numerous pathologies^15^.

## Results

### TG2 affects the expression profile and regulates the HS response

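Messenger RNA was sequenced from mouse embryonic fibroblasts (MEFs) of wild-type (WT) embryos and of embryos lacking type 2 transglutaminase (TG2 KO), with and without heat shock. Heat-shocked MEFs had spent 20 min at 42 °C, and control MEFs stayed at 37 °C. Each of the 4 groups of genotype and treatment held 3 libraries, 12 in all. The MEFs came from C57BL/6 embryos and had been passaged until they became immortal, so a difference between the genotypes is also a difference between separately immortalized cells. The paper's text does not state whether the 3 libraries of a group came from separate cultures. The authors prepared stranded libraries from poly-A RNA, read them as paired ends, trimmed the reads with cutadapt, aligned them with STAR and counted them per gene with HTSeq-count. They divided the counts by 1 DESeq2 size factor per library, and this normalized count is called signal here. Every value of the 45808 genes in the deposited table was a whole number of reads divided by that factor, within 0.01 read. The WT control libraries held 18917305, 26754485 and 27668395 reads in genes, and the heat-shocked WT libraries 20565551, 18675226 and 15319300. The KO control libraries held 18370264, 22919496 and 16819011, and the heat-shocked KO libraries 17384170, 19700182 and 19321799. At these depths 1 read stood for 0.699 to 1.38 signal. The first principal component of the log2 values held 93.2% of the variance and parted the 6 WT from the 6 KO libraries. The 14201 genes with a signal of at least 10 in at least 3 libraries were compared by limma on log2(signal + 1), with 1 fit of all 12 libraries. A gene was called higher or lower at an adjusted p of at most 0.05 and a fold of at least 1.5, the thresholds of Fig. 1b. Where a gene had no read in the 3 libraries of a group, its fold was computed against a floor of 3 reads over the group and is given as a lower bound, which covers counting error only. Coordinates are those of GRCm38, the build named in the paper. The submitters' notes name mm9 for the alignment, and the table holds no positions.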

To better understand TG2’s role in the regulation of gene expression, we compared the transcriptome profile of mouse embryonic fibroblasts, derived from WT and KO mice (WT and KO MEFs), by messenger RNA sequencing (RNA-seq). 

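KO MEFs kept at 37 °C differed from WT MEFs in 6924 genes (48.8% of those tested), of which 3255 were higher and 3669 lower. With quantile normalization the balance turned, with 4074 higher and 3170 lower. Peg10, an imprinted gene derived from a retrotransposon, Pdk4, a kinase that holds back pyruvate oxidation, and Uchl1, a deubiquitinase abundant in neurons, were read in WT MEFs and not in KO MEFs. Pttg1, which encodes the anaphase inhibitor securin, and Peg3, an imprinted zinc finger gene, were read in KO MEFs and not in WT MEFs. Tgm2, the gene of TG2, was lower in KO MEFs but still read. It lies on chromosome 2 from 158116402 to 158146436. Its signal was 1664 ± 76.5 (SD, n = 3) in WT MEFs and 1095 ± 82.7 (SD, n = 3) in KO MEFs, a log2 fold change of -0.60 (standard error 0.19, adjusted p = 0.0104 from limma). The call of Tgm2 rested on the fold threshold and ended with quantile normalization (-0.56), with edgeR (-0.58), without WT control replicate 1 (-0.57), without KO control replicate 2 (-0.56) and with a correction for GC content and transcript length added after the data were seen (-0.52). Reads from any part of the gene are counted, and the paper's text does not name the exons removed. Peg10 had a signal of 4757 ± 359 (SD, n = 3) in WT MEFs and was at least 4803-fold lower in KO MEFs. Pdk4 was at least 2803-fold lower, Klhl22, an adaptor of a ubiquitin ligase, at least 2729-fold, and Uchl1 at least 2451-fold. Trdc, a constant gene of a T cell receptor chain, was at least 2257-fold lower, B3glct, a glucosyltransferase, at least 1997-fold, and Asb4 at least 1995-fold. Sulf2, which trims sulfate from heparan sulfate outside the cell, fell from 7017 ± 282 (SD, n = 3) to 2.45 ± 1.71 (SD, n = 3), the latter from 7 reads. In the other direction, Pttg1 reached 2934 ± 77.4 (SD, n = 3) in KO MEFs and was at least 3697-fold higher. Peg3 was at least 2555-fold higher and Ifi202b, an interferon-induced gene, at least 873-fold. Plac8 had 1 read in WT MEFs and 5863 reads in KO MEFs, a ratio of 7318 (95% counting interval 1313 to 289099, Clopper-Pearson). Slit2, a secreted guidance cue, rose from 9.60 ± 2.51 (SD, n = 3) to 2646 ± 157 (SD, n = 3), by 7.99 on the log2 scale (standard error 0.15, adjusted p = 2.91e-15 from limma). The prostacyclin receptor gene Ptgir rose by 8.50, the carboxylesterase gene Ces1a by 8.31 and the RNA sensor gene Tlr7 by 8.01. Among the higher genes 843 changed at least 4-fold, and among the lower genes 1457. The p-values measure only the spread between these libraries.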

RNA-seq analysis disclosed that TG2 ablation has a high impact on the transcriptome profile of the cells, indeed, a total of 2533 genes were downregulated (fold change ≤ −1.5) and 2206 were upregulated (fold change ≥ 1.5) (Fig. 1a). 

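Collagen genes were mostly lower in KO MEFs kept at 37 °C, among them Col1a1 of the main fibril of connective tissue. Fbn1, a fibrillin of elastic microfibrils, and Postn, a matrix protein of fibroblasts, were lower as well, while Spp1, which encodes osteopontin, was higher. Genes of the actin cytoskeleton went both ways, with Acta2 and Cald1 lower and Actg2 and Tagln higher. Of 22 collagen genes tested, 16 were lower and 2 higher. Col1a1 lies on chromosome 11 from 94936224 to 94953042, and its signal was 98358 ± 8439 (SD, n = 3) in WT MEFs and 12738 ± 835 (SD, n = 3) in KO MEFs. This is a log2 fold change of -2.95 (standard error 0.08, adjusted p = 1.79e-13 from limma). Col11a1 was read only in WT MEFs and was at least 185-fold lower, Col4a5 fell by 7.07 on the log2 scale and Col15a1 by 5.19. Col5a3 rose by 6.23 and Col8a1 by 4.09, and Col1a2 changed by 0.43 and was not called. As a set the collagens had a median of -1.72 (adjusted p = 0.00368 from camera in limma, preset correlation 0.01; adjusted p = 0.542 with an estimated correlation, and 2.86e-04 to 0.542 over the alternatives). Of 30 elastic fibre and matrix glycoprotein genes, 13 were lower and 8 higher (adjusted p = 0.447 from camera). Fbn1 fell from 3474 ± 181 (SD, n = 3) to 21.1 ± 4.58 (SD, n = 3), Fbn2 was at least 272-fold and Postn at least 957-fold lower, and Mfap2 fell by 5.70. Spp1 rose from 3294 ± 225 (SD, n = 3) to 91473 ± 1637 (SD, n = 3), and the fibronectin gene Fn1 rose by 1.31. Of 8 laminin genes, 3 were lower and 3 higher (adjusted p = 0.635), with Lama4 at least 101-fold lower and Lamb3 at -4.62. Among 28 genes of matrix crosslinking and remodelling enzymes, 12 were lower and 5 higher (adjusted p = 0.422). The metalloproteinase gene Adamts12 had 1 read in KO MEFs against 2118 in WT MEFs, a ratio of 1697 (95% counting interval 304 to 67054), the collagen crosslinking enzyme gene Lox fell by 1.15, and Adamts5 rose by 3.88. Of 18 integrin genes, 9 were lower and 7 higher (adjusted p = 0.544), with Itga9 at least 259-fold lower, Itga11, a collagen receptor subunit, at -7.34 and Itgb4 at 6.15. Cadherin and catenin genes numbered 13, of which 8 were lower and 3 higher (adjusted p = 0.194; in a Fisher exact test 3.36 lower genes were expected, adjusted p = 0.0241), with Cdh3 at -6.37, Cdh2 at -2.73 and Cdh13 at 6.56. Among 35 actin cytoskeleton and contractile genes, 8 were lower, 7 higher and 20 not called, with a median of 0.00 (adjusted p = 0.929 from camera). Acta2 fell from 2459 ± 128 (SD, n = 3) to 398 ± 19.6 (SD, n = 3), Cald1, which binds actin, fell by 1.58, and Myh9, a nonmuscle myosin, by 0.86, while Actg2 rose by 3.63 and Tagln by 2.07. In a Fisher exact test against all genes tested, 16 collagens stood where 5.68 were expected by chance (adjusted p = 6.91e-05), and the actin list had an adjusted p = 0.826. The counts of these lists were identical when adjusted over the list alone.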

A Gene Ontology analysis (divided in cellular components, molecular function, and biological process), performed on the downregulated genes, revealed that mostly of these genes were enriched in clusters related to cytoskeleton, actin regulation and extracellular matrix regulation (Supplementary Fig. 1a, b).

**Fig. 1:**
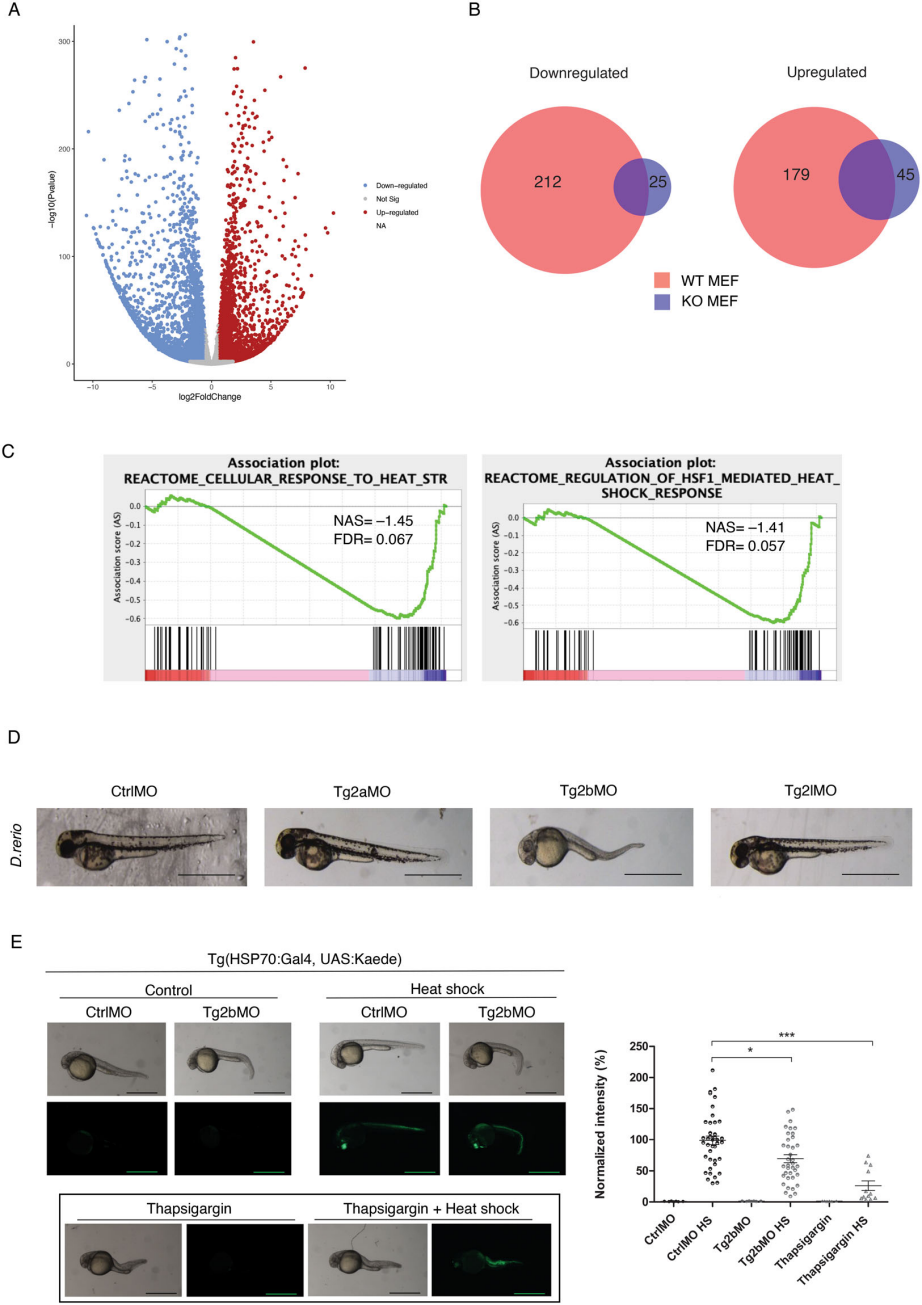
TG2 affects the expression profile and regulates the HS response. **A** Volcano plots for whole transcriptomes of differentially expressed genes between KO and WT MEFs. **B** Venn diagrams illustrating the overlap of the differentially expressed genes (down- or upregulated genes, FC ≤ −1,5 or ≥1,5, *p*val_adj≤0.05) between KO and WT MEFs, under heat shock. **C** Gene set enrichment analysis barcode plot of transcriptomic changes of “Cellular response to heat stress” and “regulation of HSF1 mediated heat shock” (from Reactome database) in KO MEFs compared with WT MEFs. Red, blue, and pink shaded rectangles mark upregulated, downregulated, and genes that are unchanged, respectively. **D** Transient knockdown of the putative TG2 paralogous was performed with three independent morpholinos against zTg2a, zTg2b, and zTg2l; a standard control morpholino was also used. Bright-field images of representative morphants are reported. (*n* = 50). Bars: 1 mm. **E** Double transgenic Tg(-1.5hsp70l:GAL4^(+/−)^; UAS:Kaede^(+/−)^) were injected at one-cell stage either with Tg2bMO or CtrlMO, heat-shock inductions were performed at 24 hpf by incubation of larvae for 1 h at 37 °C, whereas images were acquired between 29 and 30 hpf. Heat-shock protein activation was followed by an increase in the fluorescence. Bright-field and epifluorescent images are reported. The images are representative of different experiments. GFP epifluorescence quantification is reported in the graph on the right. Dots represent treated embryos (*n* of embryos >40). Thapsigargin was used as a positive control. (*n* = 3; means±SEM; *p < 0.05; ***p < 0.001). Bars: 1 mm.

Notably, we recently demonstrated that TG2 interacts and activates HSF1, a master transcriptional factor of the heat-shock (HS) genes, thus we asked if TG2 could also affect the expression of genes involved in the HS response^13^. To this aim, we compared the transcriptome of WT and KO MEFs exposed to 20 min of heat shock at 42 °C. We found that the absence of TG2 drastically altered the cellular response to heat shock: the number of upregulated or downregulated genes in KO cells were 45 and 25 compared with 179 and 212, respectively, in WT cells (Fig. 1b).

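Heat shock raised 236 genes and lowered 287 in WT MEFs, and it raised 82 and lowered 44 in KO MEFs. The counts in KO MEFs fell to 30 and 14 when the KO libraries were fitted alone and to 45 and 25 with DESeq2, and the 236 higher genes in WT MEFs to 122 at a filter of 50 and 138 with DESeq2. The Hsp70 gene Hspa1b and the small heat shock protein gene Hspb1 rose in both genotypes, and Hspa1a rose in WT MEFs and, from few reads, in KO MEFs. Dnajb1 and Bag3 were called in WT MEFs only. The early stress genes Atf3, Fos, Jun and Dusp1 rose in WT MEFs and were not called in KO MEFs. Before heat shock, Fos, Jun and Dusp1 were already higher in KO than in WT MEFs. For each of them this difference was larger than its rise with heat shock in WT MEFs. Hspa1b lies on chromosome 17 from 34956436 to 34959238. In WT MEFs its signal went from 49.3 ± 13.3 (SD, n = 3) to 4038 ± 1831 (SD, n = 3), a log2 fold change of 6.24 (standard error 0.41, adjusted p = 1.00e-06 from limma). In KO MEFs it went from 5.54 ± 4.03 (SD, n = 3) to 79.7 ± 19.9 (SD, n = 3), a log2 fold change of 3.79 (adjusted p = 1.69e-04 from limma). The response of Hspa1b in KO MEFs minus that in WT MEFs was -2.46 (adjusted p = 0.112 from limma), -2.57 with DESeq2 (adjusted p = 0.0194) and -2.65 with edgeR (adjusted p = 0.261). Hspa1a had 2 reads in the WT control and 583 in the heat-shocked WT libraries, a ratio of 415 (95% counting interval 114 to 3432), and none and 19 in the KO libraries. Reads of Hspa1a and Hspa1b are hard to tell apart because their sequences are nearly identical, and their calls in KO MEFs ended when the KO libraries were fitted alone. The call of Hspa1a in KO MEFs also ended at a pseudocount of 5 and with edgeR. Hspb1 rose by 1.62 in WT MEFs (adjusted p = 4.36e-05 from limma) and by 1.26 in KO MEFs (adjusted p = 4.79e-04), and the responses differed by -0.36 (adjusted p = 0.414). Dnajb1, an Hsp40 cochaperone, rose from 1395 to 2510 in WT MEFs and changed by 0.26 in KO MEFs (adjusted p = 0.256 from limma). The difference between these Dnajb1 responses was -0.57 (adjusted p = 0.135 from limma), -0.59 with DESeq2 (adjusted p = 0.00858) and -0.60 with edgeR (adjusted p = 0.0602). Bag3 changed by 0.59 in WT and 0.51 in KO MEFs, a difference of -0.08. Of 33 chaperone genes that are HSF1 targets, 6 were higher in WT MEFs and 3 in KO MEFs, and none was lower. As a set they rose in WT MEFs (adjusted p = 1.07e-05 from camera; adjusted p = 0.0216 with an estimated correlation, and 4.24e-07 to 0.0216 over the alternatives). In KO MEFs the set gave an adjusted p = 0.00218 from camera (adjusted p = 0.0986 with an estimated correlation, and 0.00167 to 0.142 over the alternatives). Of 33 immediate early genes, 8 were higher in WT MEFs (adjusted p = 1.04e-04 from camera; adjusted p = 0.354 with an estimated correlation). In KO MEFs Egr2 was higher, by 0.62, and Dusp2 was lower, by a log2 fold change of -1.34 (1 gene each way, adjusted p = 0.373; 2 higher and 1 lower when adjusted over the list alone). The call of Egr2 ended with the replicate block (adjusted p = 0.0540), with the KO libraries fitted alone, and without KO control replicate 2 or 3 or heat-shocked KO replicate 2 or 3, and that of Dusp2 with the KO libraries fitted alone by limma or by DESeq2. Atf3 rose from 51.7 ± 2.84 (SD, n = 3) to 342 ± 170 (SD, n = 3) in WT MEFs, by 2.54, and changed by 0.69 in KO MEFs, a difference of -1.85 (adjusted p = 0.120 from limma). Fos rose by 2.10 in WT MEFs and changed by 1.01 in KO MEFs (difference adjusted p = 0.177 from limma), Jun by 1.18 and 0.05 (0.0974), and Dusp1 by 1.34 and 0.04 (0.112). These differences depended on the tool: edgeR called Jun, Dusp1 and Ier2 as responding less in KO MEFs, and DESeq2 called Jun, Ier2 and Junb. Between the genotypes, 14 immediate early genes were higher and 9 lower in KO MEFs before heat shock, and 13 and 10 after it.

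**Figure D1:**
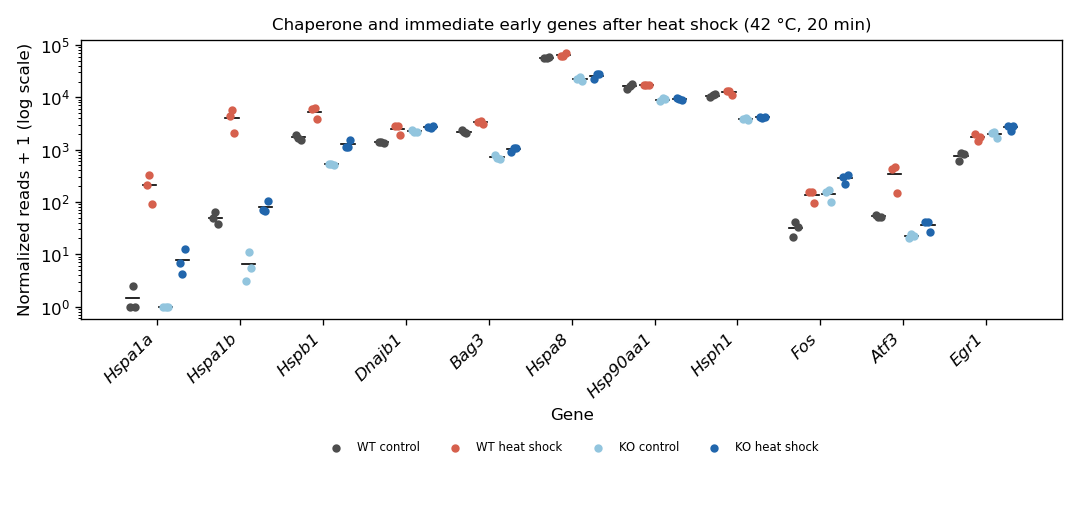
Normalized reads plus 1, on a log scale, of 11 chaperone and immediate early genes in the 3 libraries of each of the 4 groups, with a line at each mean. Hspa1b stands near 4038 in heat-shocked WT MEFs and near 79.7 in heat-shocked KO MEFs.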

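Col1a1, Fn1, Hspg2 and Lama5 of the extracellular matrix were called higher after heat shock in both genotypes, and so was the noncoding RNA Rn7sk. Col1a1 rose by 0.85 on the log2 scale in WT MEFs, to 177503 ± 10390 (SD, n = 3), and by 0.83 in KO MEFs, to 22621 ± 1732 (SD, n = 3). With quantile normalization Col1a1 rose by 0.24 in WT MEFs and was not called there. Fn1 rose by 0.82 and 0.79, the perlecan gene Hspg2 by 0.82 and 0.77, and Lama5 by 0.82 and 0.68. In KO MEFs the call of Fn1 ended when the KO libraries were fitted alone, and that of Lama5 with quantile normalization (0.54). Of 22 collagen genes, 7 were higher in WT MEFs (median 0.48, adjusted p = 2.73e-10 from camera; adjusted p = 0.316 with an estimated correlation). In KO MEFs 3 collagen genes were higher (median 0.46, adjusted p = 1.28e-12; adjusted p = 0.118 with an estimated correlation). Of 30 elastic fibre and matrix glycoprotein genes, 5 were higher in WT and 2 in KO MEFs (3 when adjusted over the list alone), with adjusted p = 2.09e-07 and 3.29e-14 from camera, and adjusted p = 0.316 and 0.118 with an estimated correlation. Among the enzymes of matrix crosslinking, none was called in WT MEFs, while P4ha2 and Loxl2 were higher in KO MEFs, by 0.68 and 0.62 (camera adjusted p = 3.60e-04 and 7.69e-11; adjusted p = 0.316 and 0.0986 with an estimated correlation). Lama5 was the 1 laminin gene called in either genotype (adjusted p = 0.0115 and 3.69e-04 from camera; adjusted p = 0.354 and 0.219 with an estimated correlation). Of 35 actin and contractile genes, 3 were higher in WT MEFs and 1 in KO MEFs (adjusted p = 8.42e-06 and 0.00125 from camera; adjusted p = 0.316 and 0.415 with an estimated correlation). Acta1 was the gene called in KO MEFs, at 1.35, and rose by 2.13 in WT MEFs. The calls of P4ha2, Loxl2 and Acta1 in KO MEFs also ended when the KO libraries were fitted alone, that of Loxl2 without KO control replicate 1 or 2 or heat-shocked KO replicate 2 as well, and that of Acta1 with no filter, with quantile normalization, and without KO control replicate 2 or 3 or heat-shocked KO replicate 2 or 3. Of 24 genes of the unfolded protein response, Atf3, which is also an immediate early gene, was higher in WT MEFs and none was called in KO MEFs (adjusted p = 0.0177 and 0.640 from camera; adjusted p = 0.316 and 0.789 with an estimated correlation). Rn7sk, the scaffold RNA of a transcription elongation inhibitor, rose from 12.7 ± 3.99 (SD, n = 3) to 188 ± 59.2 (SD, n = 3) in WT MEFs and from 12.2 ± 2.39 (SD, n = 3) to 223 ± 29.0 (SD, n = 3) in KO MEFs. Lars2, a mitochondrial tRNA synthetase gene, rose by 1.45 and 1.49. The noncoding RNAs Dnm3os and Mir17hg fell in both genotypes, Dnm3os by 3.00 in WT MEFs and by 1.85 in KO MEFs. The genes called higher in both genotypes numbered 47, where chance would give 1.36 (p = 2.07e-63, Fisher exact test), and those called lower in both numbered 17, where chance would give 0.889 (p = 4.10e-18). The Fisher test takes genes as independent, which they are not, and both sets of calls came from the same fit. Of the 523 genes called in WT MEFs, 439 (83.9%) changed in the same direction in KO MEFs. Those called higher had a median log2 fold change of 1.14 in WT MEFs and 0.42 in KO MEFs, and those called lower had -0.75 and -0.21. Because the genes were chosen for their call in WT MEFs, smaller medians in KO MEFs do not by themselves show a weaker response. A test of the difference between the responses called no gene with limma (smallest adjusted p = 0.0767, 2532 genes at an unadjusted p under 0.05). EdgeR called 6 genes higher and 4 lower (2646 unadjusted), and DESeq2 called 32 higher and 8 lower (2442 unadjusted). With limma, 101 genes were higher and 25 lower without WT control replicate 1, 52 and 16 without heat-shocked WT replicate 1, 11 and 2 without KO control replicate 3, and 2 and 6 without heat-shocked WT replicate 3. Genes called higher in WT MEFs had a median GC content of 54.1% and those called lower 44.2%, against 49.9% for all genes tested, and 57.7% of the calls in WT MEFs were kept after a correction for GC content and transcript length chosen after the data were seen. The 287 lower genes in WT MEFs became 478 without WT control replicate 1, 450 without heat-shocked WT replicate 1 and 155 without WT control replicate 3, which also took the 236 higher genes to 157, while the 44 lower genes in KO MEFs became 29 without KO control replicate 3 and the 17 genes lower in both became 11 without heat-shocked KO replicate 2.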

Moreover, we applied Gene set enrichment analysis that was done on heat-shocked KO MEFs vs heat-shocked wt cells, using Reactome pathway lists “cellular response to heath stress” and “regulation of HSF1 mediated heat-shock response”. Both these lists were significantly less enriched in KO cells (Fig. 1c), meaning a failure in the response to the HS in cells lacking TG2, further confirming the TG2-dependent activation of HSF1.

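After heat shock, Hspa1b, Hspa1a, Bag3 and Hsph1 were lower in KO than in WT MEFs, and so was Hsf1, the gene of the transcription factor. Of 28 nucleoporin genes, which make up much of both Reactome lists, 7 were lower, Nup210 and Pom121 among them, and Nup93, Nup62 and Nup133 were higher (median -0.40, adjusted p = 0.209 from camera in limma). Hspa1b differed by -5.55 on the log2 scale (standard error 0.41, adjusted p = 1.15e-08 from limma), and Hspa1a by -4.73 (standard error 0.50, adjusted p = 6.36e-07 from limma). Bag3, a cochaperone of Hsp70, had a signal of 3293 ± 171 (SD, n = 3) in WT MEFs and 1018 ± 99.0 (SD, n = 3) in KO MEFs, and Hsph1 had 12414 ± 1062 (SD, n = 3) and 4105 ± 87.3 (SD, n = 3). The Hsf1 transcript was at 3827 ± 237 (SD, n = 3) in WT MEFs and 2205 ± 68.7 (SD, n = 3) in KO MEFs, a log2 fold change of -0.79 (adjusted p = 1.68e-07 from limma). Nup210 had no read in KO MEFs and was at least 45.3-fold lower, Pom121 was lower by a log2 fold change of -1.26, and Nup93 was higher by 0.72. The immunophilin gene Fkbp4 was higher in KO MEFs, by 1.05. Of 71 genes tested in Cellular response to heat stress, 24 were lower and 8 higher, and of 54 in Regulation of HSF1-mediated heat shock response, 18 were lower and 5 higher. Both lists were lower in KO MEFs by camera in limma (adjusted p = 0.0170 for each; adjusted p = 0.163 with an estimated correlation, and up to 0.338 over the alternatives, the highest from fgsea). The HSF1 target chaperones, set beforehand as an alternative in place of both lists, gave an unadjusted p = 3.06e-04 from camera. Before heat shock they differed as well: 26 genes of the first list were lower and 9 higher (median -0.38, adjusted p = 0.0163), and 20 of the second were lower and 5 higher (median -0.41, adjusted p = 0.0141), both with an adjusted p = 0.159 with an estimated correlation. The lists' responses to heat shock in KO MEFs minus those in WT MEFs gave an adjusted p = 0.980 from camera. Camera did not call the lists after heat shock in either genotype (adjusted p = 0.737 for each in WT and 0.955 for each in KO MEFs). By fgsea both were raised by heat shock, with adjusted p = 0.00863 and 0.00590 in WT and 0.00889 and 0.00301 in KO MEFs. Of the 33 HSF1 target chaperones, 15 were lower and 1 was higher in heat-shocked KO MEFs (adjusted p = 0.00291 from camera; adjusted p = 0.0469 with an estimated correlation, and 8.90e-05 to 0.438 over the alternatives). From the lower enrichment of both lists the paper concludes that the response to heat shock fails in cells lacking TG2 and that the activation of HSF1 depends on TG2. For this it also draws on earlier work on HSF1 and on an HSP70 reporter in zebrafish, neither of which was analysed here.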

To corroborate our results, we investigated if TG2 could affect the HS response also in vivo. To this aim, we tested HSP70 response in single TG2 knockdown and in double transgenic Tg(-1.5hsp70l:GAL4(+/−); UAS:Kaede(+/−)) zebrafish. We produced three independent KnockDown (KD) zebrafish lines using antisense morpholinos, since zebrafish harbors three putative zTg2 protein-encoding genes (zTg2a, zTg2b, and zTg2l). Variants A and B encode for the natural proteins (zTg2a and zTg2b)^16,17^, whereas variant L was hypothesized and identified only by sequence prediction. All the zTG2s share sequence homology with the human TG2 protein (NP_001310247.1) as well as the murine one (NP_33399.1), as shown by the phylogenetic tree (Supplementary Fig. 2a). However, among the three zebrafish proteins probably owing to zebrafish gene duplication^18^, the most similar to the human TG2 is the zTg2b.

After 24 h of fertilization (hpf), Tg2aMO and Tg2lMO did not display any significant alteration in phenotype (Fig. 1d). Similarly, no evident morphological changes were observed even at later stages of fish development, at increasing doses of morpholino up to 12 ng per embryo injected. These observations clearly suggest that these transcripts are either not essential during embryonic stages or they are not expressed yet at a given developmental stage. Conversely, in Tg2bMO zebrafish morphants, downregulation of this isoform led to a severe developmental impairment starting from gastrulation stage (Fig. 1d). Around the 40% of morphants died within 48 h, whereas <5% died after the injection with the control morpholino, further confirming that zTg2b transcripts are essential during embryonic development. Moreover, zTg2b KD led to an evident defect in pigmentation completely original for TG2-deficient models (Supplementary Fig. 2b).

Next, we asked whether the observed strong phenotype was linked to a change in HSP70 expression. As expected, in the KD Tg2bMO model, the lack of TG2 partially but significantly impaired HSP70 expression (Fig. 1e), suggesting that heat-shock/UPR response is defective or delayed when compared to control siblings. Thapsigargin, a well-known SERCA inhibitor, was used as control, since thapsigargin blocks the induction of heat-shock response by provoking a generalized impairment in ER homeostasis^19^ (Fig. 1e).

### Loss of TG2 modifies Wnt pathway

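Of 820 Reactome pathways tested among the genes lower in KO MEFs kept at 37 °C, 24 had an adjusted p of at most 0.05, and pathways of the matrix, of receptors, of axon guidance and of Wnt were among them. Signaling by Wnt held 71 lower genes among 192 tested, where 50.8 were expected (adjusted p = 0.0251 from a one-sided Fisher exact test), and ranked 23 by p. Its branch TCF dependent signaling in response to WNT held 54 of 138, where 36.5 were expected (adjusted p = 0.0246), and ranked 22. Extracellular matrix organization ranked 1, with 81 lower genes of 174 where 46.1 were expected (adjusted p = 4.23e-06), and GPCR downstream signaling ranked 3, with 70 of 168 where 44.5 were expected (adjusted p = 0.00226). Axon guidance held 84 of 229, where 60.6 were expected (adjusted p = 0.0144), and ranked 18. The background was the 4419 tested genes with a place in a Reactome pathway, of which 1170 (26.5%) were called lower. With calls at a fold of 4, Signaling by Wnt had an adjusted p = 0.688, TCF dependent signaling an adjusted p = 1 and Axon guidance an adjusted p = 0.0572, while with all tested genes as background Signaling by Wnt had an adjusted p = 0.0154. Panther terms were not used here. In a list of 31 axon guidance genes, 16 were lower and 8 higher (identical when adjusted over the list alone; adjusted p = 0.515 from camera in limma, and adjusted p = 0.00890 for the 16 lower genes against 8.01 expected in a Fisher exact test). Robo1, a receptor of Slit proteins, had a signal of 279 ± 14.6 (SD, n = 3) in WT MEFs and no read in KO MEFs, at least 282-fold less, and Robo2 was at least 71.8-fold lower. Slit3, a ligand of these receptors, rose from 26.0 ± 5.07 (SD, n = 3) to 5266 ± 66.8 (SD, n = 3), by 7.62 on the log2 scale (standard error 0.15, adjusted p = 4.27e-15 from limma).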

Interestingly, enrichment analysis of RNA-seq data, based on annotation terms from Panther and Reactome, identified that Wnt pathway was the most impaired functional pathway (Fig. 2a). 

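Wnt5a, Wnt5b, Wnt4 and Wnt10b, the most strongly read Wnt ligand genes of WT MEFs, were all lower in KO MEFs, and Wnt5a had no read there. Among the receptors Fzd3 and Fzd6 were read only in WT MEFs, and Fzd4, Fzd8, Lrp5 and Ror2 were lower, while Fzd5, Fzd1 and Ptk7 were higher. Lef1, which encodes a DNA-binding partner of β-catenin, was lower, whereas Axin2 and the Wnt antagonist gene Igfbp4 were higher. Wnt5a had a signal of 802 ± 50.0 (SD, n = 3) in WT MEFs and was at least 810-fold lower in KO MEFs (adjusted p = 1.41e-15 from limma). Wnt10b lies on chromosome 15 from 98770712 to 98778150, and its signal was 548 ± 77.7 (SD, n = 3) in WT MEFs and 9.98 ± 5.24 (SD, n = 3) in KO MEFs, a log2 fold change of -5.74 (standard error 0.28, adjusted p = 9.57e-11 from limma). Wnt5b had 833 reads in WT and 1 read in KO MEFs, a ratio of 667 (95% counting interval 119 to 26391), and Wnt4 fell by 7.43 on the log2 scale. Wnt6 was at least 17.1-fold and Wnt7a at least 14.7-fold lower, Wnt11 had 77 reads in WT and 1 in KO MEFs (ratio 61.7, 95% counting interval 10.7 to 2468), and Wnt1 had 22 and 2 (ratio 8.81, interval 2.17 to 77.3). The call of Wnt1 ended with quantile normalization (-0.93). Wnt2 and Wnt7b, at least 11.4-fold and 9.78-fold lower, were read too little for the test, and Wnt9a changed by -0.63 (adjusted p = 0.110) and was not called. Of 9 Wnt ligand genes tested, 8 were lower and none higher, with a median of -4.14, or -4.10 with the genes lacking reads at their bounds. The set had an adjusted p = 0.00303 from camera (adjusted p = 0.0970 with an estimated correlation, and 1.26e-04 to 0.0970 over the alternatives). Fzd3 was at least 114-fold and Fzd6 at least 32.3-fold lower, Fzd4 fell by 4.21 and Fzd8 by 2.48, Lrp5 by 1.18 and Ror2 by 1.23. Fzd5 rose from 91.0 to 231, by 1.34, Fzd1 by 0.74 and Ptk7 by 0.70, and Fzd2, Ryk and Fzd7 were not called. Of 17 receptor and coreceptor genes tested, 11 were lower and 3 higher, with a median of -1.23 (adjusted p = 0.0226 from camera; adjusted p = 0.128 with an estimated correlation, and 8.84e-04 to 0.146 over the alternatives). The antagonist genes went both ways, with 2 lower and 3 higher of 8 (median 0.40, adjusted p = 0.695). Sfrp2 had a signal of 1741 ± 32.6 (SD, n = 3) in WT MEFs and was at least 1758-fold lower in KO MEFs, and Sfrp1 was at least 628-fold lower. Igfbp4 rose from 99.8 ± 16.7 (SD, n = 3) to 4900 ± 204 (SD, n = 3), by 5.62 (standard error 0.12, adjusted p = 8.55e-15 from limma), Apcdd1 by 1.68 and Dkk3 by 0.85. Sost had no read in WT and 14 reads in KO MEFs, at least 6.04-fold more. Lef1 lies on chromosome 3 from 131110471 to 131224356, and its signal was 333 ± 21.1 (SD, n = 3) in WT MEFs and 25.0 ± 6.89 (SD, n = 3) in KO MEFs, a log2 fold change of -3.72 (standard error 0.20, adjusted p = 3.53e-10 from limma). Axin2 rose from 23.4 ± 2.89 (SD, n = 3) to 53.1 ± 4.89 (SD, n = 3), by 1.15 (standard error 0.20, adjusted p = 1.08e-04 from limma), while Apc2 fell by 3.52 and Apc by 0.72. The call of Apc ended with the correction for GC content and transcript length added after the data were seen (-0.21). Of the 17 genes of Fig. 2b that were tested, 14 were lower and 3 higher, with a median of -3.52 (adjusted p = 0.00629 from camera; adjusted p = 0.128 with an estimated correlation, and 2.60e-04 to 0.128 over the alternatives). The paper shows these as selected genes from the same RNA-seq data, so the test of this set is no independent evidence. The counts of the lists were identical when adjusted over the list alone.

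**Figure D2:**
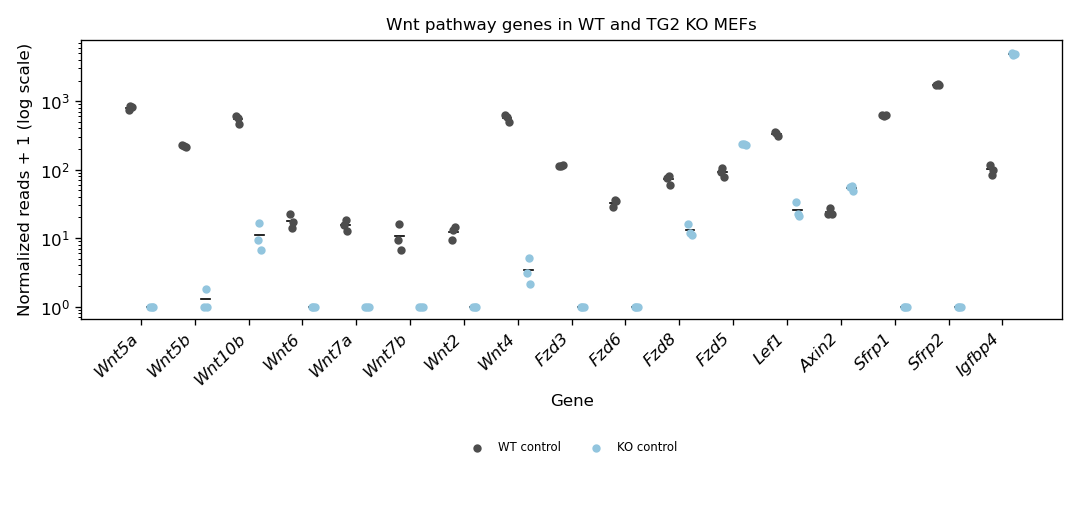
Normalized reads plus 1, on a log scale, of 17 Wnt pathway genes in the 3 WT control and 3 KO control libraries, with a line at each mean. Wnt5a stands near 802 in WT MEFs and at no read in KO MEFs, and Igfbp4 near 99.8 and 4900.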

In detail, comparative analysis of control versus KO cells showed a global inhibition of many representative Wnt-related genes, including Wnt ligands, receptors, antagonists, and β-catenin interactors (Fig. 2b).

**Fig. 2:**
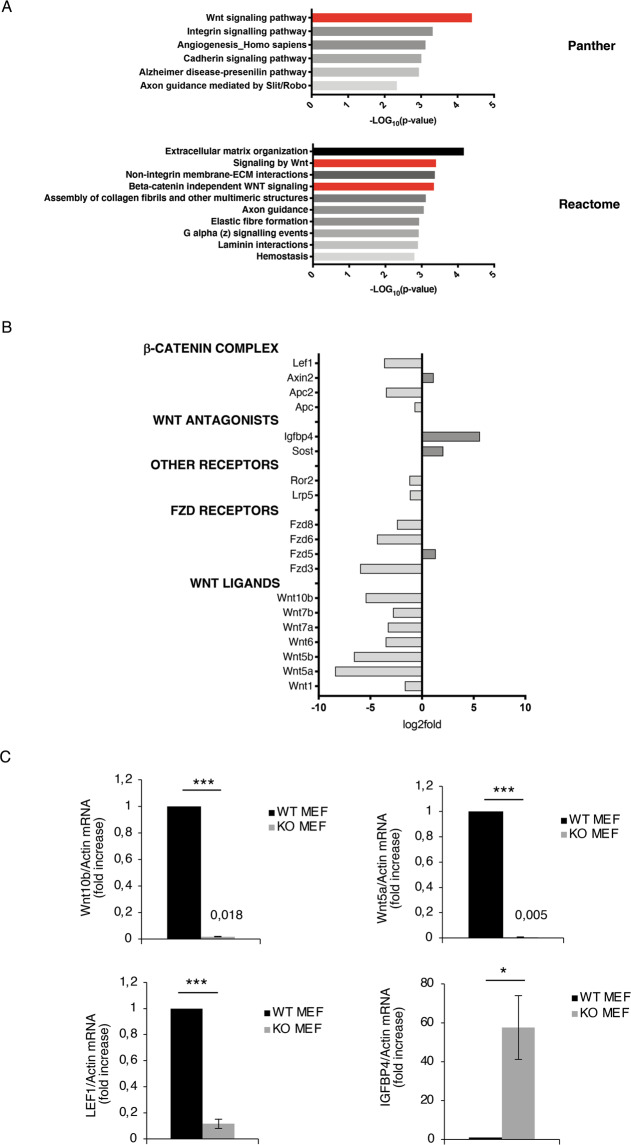
Loss of TG2 modifies Wnt pathway. **A** Pathway enrichment analyses (expressed as −LOG10(*p* value)) using Panther or Reactome database of the significantly downregulated genes in KO MEFs compared with WT. **B** Plot of RNA expression (expressed as Log2 fold changes) of selected genes involved in β-catenin complex and Wnt pathway, comparing KO MEFs versus WT. **C** Wnt10b, Wnt5a, LEF1, and IGFBP4 mRNA levels, quantified by qPCR, in WT and KO MEFs. (*p < 0.05; ***p < 0.001).

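Targets of Wnt/β-catenin signaling went both ways in KO MEFs kept at 37 °C. Rnf43, a feedback inhibitor of Wnt receptors, Nkd1, Tnfrsf19 and Wisp1 were lower, Wisp2 and Twist1 were higher, and Myc, Ccnd1 and Cd44 did not pass the fold threshold. In the β-catenin complex Ctnnb1 itself, Tcf7, Tcf7l2 and Pygo1 were lower and Dvl2 was higher. Of 19 target genes tested, 9 were lower, 4 higher and 6 not called, with a median of -0.28 (adjusted p = 0.474 from camera in limma). Rnf43 fell from 371 ± 39.0 (SD, n = 3) to 3.31 ± 3.78 (SD, n = 3), by 6.91 on the log2 scale. Tnfrsf19 was at least 194-fold and Nkd1 at least 17.7-fold lower, Bmp4 fell by 3.82, and Wisp1 from 2549 ± 152 (SD, n = 3) to 321 ± 25.3 (SD, n = 3). Wisp2 rose from 188 ± 24.4 (SD, n = 3) to 2601 ± 113 (SD, n = 3), by 3.79 (standard error 0.10, adjusted p = 6.27e-14 from limma), and Twist1 rose by 0.66. Myc changed by -0.28 (adjusted p = 0.00148 from limma), Ccnd1 by 0.22 (adjusted p = 0.00213), Cd44 by 0.54 and Znrf3 by 0.00 (adjusted p = 0.983). Ctnnb1, the β-catenin gene, lies on chromosome 9 from 120929216 to 120960507. Its signal was 18917 ± 509 (SD, n = 3) in WT MEFs and 7809 ± 390 (SD, n = 3) in KO MEFs, a log2 fold change of -1.28 (standard error 0.05, adjusted p = 1.38e-11 from limma). Of 29 genes of the β-catenin complex and its signal transduction, 9 were lower, 2 higher and 18 not called, with a median of -0.07 (adjusted p = 0.589 from camera). Pygo1, a coactivator of β-catenin, fell by 4.18, Tcf7l2 by 1.55 and Tcf7 by 1.36, and Dvl2 rose by 0.83. Gsk3b, the kinase that marks β-catenin for degradation, changed by -0.07 and Axin1 by 0.01, and neither was called. The counts were identical when adjusted over the list alone.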

RNA-seq data indicate that in the absence of TG2, the Wnt signaling is compromised suggesting a downregulation of the pathway. To confirm these results, we analyzed by qPCR the expression of some Wnt-related genes, such as Wnt10b and Wnt5a (Wnt ligands), the main downstream transcriptional factor LEF1 and the Wnt antagonist Igfbp4. The mRNA levels from WT and KO MEFs, showed in Fig. 2c, confirmed that loss of TG2 led to downregulation of Wnt signaling, also corroborated by the analysis of the protein levels (Fig. 3a and Supplementary Fig. 3a).

**Fig. 3:**
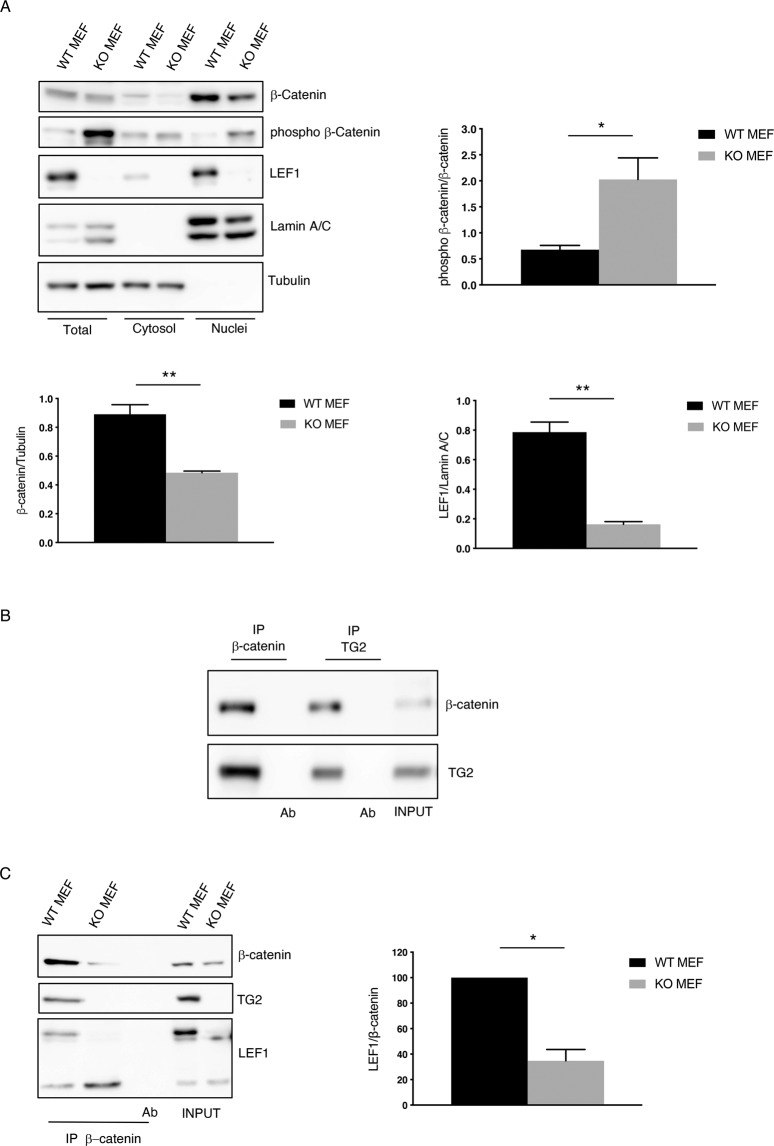
TG2 regulates β-catenin transcriptional activity. **A** Representative western blot and densitometric analysis of β-catenin, its inhibitory phosphorylation, and LEF1 in total, cytosolic and nuclear fractions of WT and KO MEFs. Tubulin was used as loading control for cytosolic extract. Lamin A/C was used as loading control for nuclear extract. (*n* = 3; means±SEM; *p < 0.05; **p < 0.01). **B** Nuclear extract from WT MEFs was subjected to immunoprecipitation for β-catenin and TG2. Immuno- and co-immunoprecipitated proteins were separated by SDS-PAGE and blotted using the indicated antibodies. Input, total cell lysate was used as protein control. **C** Nuclear extracts, obtained from WT and KO MEFs, were subjected to immunoprecipitation for β-catenin. Immuno- and co-immunoprecipitated proteins were separated by SDS-PAGE and blotted using the indicated antibodies. Input, total cell lysate was used as protein control. Densitometric analysis of the ratio of co-immunoprecipitated LEF1/β-catenin. (*n* = 3; means±SEM; *p < 0.05).

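In MEFs kept at 37 °C, several chaperone genes under HSF1 control were already lower in KO than in WT cells, among them Hspb8, Cryab, Hspb1 and Hspa8. Dnajb1 and Fkbp4 were higher, and the cytosolic and mitochondrial chaperone genes Hsp90ab1 and Hspd1 did not differ by enough to be called. Hsf1 lies on chromosome 15 from 76477422 to 76501913. Its signal was 3100 ± 267 (SD, n = 3) in WT MEFs and 2176 ± 194 (SD, n = 3) in KO MEFs, a log2 fold change of -0.51 (standard error 0.07, adjusted p = 1.94e-05 from limma). This is a fold of 1.42, under the threshold, so Hsf1 was called with no fold threshold only. Cryab fell from 931 ± 61.7 (SD, n = 3) to 188 ± 18.1 (SD, n = 3), by 2.31 on the log2 scale, Hspb8 by 2.22 and Hspb1 by 1.70. Hspa8, which encodes the constitutive Hsp70, fell from 57199 ± 1031 (SD, n = 3) to 22595 ± 1875 (SD, n = 3), by 1.34 (standard error 0.09, adjusted p = 2.83e-09 from limma). The inducible Hspa1b fell by 3.10, though from few reads (186 in WT and 18 in KO MEFs). Dnajb1 rose by 0.69 and Fkbp4 by 1.34, and Hsp90ab1 changed by 0.04 and Hspd1 by 0.01. Of 33 HSF1 target chaperones, 14 were lower, 2 higher and 17 not called (median -0.43, adjusted p = 0.0226 from camera in limma; adjusted p = 0.128 with an estimated correlation, and 0.00204 to 0.509 over the alternatives). Of 28 nucleoporin genes, 11 were lower and 3 higher (median -0.51, adjusted p = 0.103 from camera). Nup210 had 161 reads in WT and 1 read in KO MEFs, a ratio of 129 (95% counting interval 22.8 to 5126), Pom121 fell by 1.32 and Ranbp2 by 0.87. The call of Ranbp2 ended with the correction for GC content and transcript length added after the data were seen (-0.52). The β-actin gene Actb, often used as a reference, fell from 87880 ± 5917 (SD, n = 3) to 34048 ± 3264 (SD, n = 3), by 1.37. Of the 4 genes that the paper names outside Fig. 2b, Tgm2, Ctnnb1 and Actb were lower and Hsf1 was not called (adjusted p = 0.146 from camera). The counts of these lists were identical when adjusted over the list alone.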

The above reported results clearly show that TG2 modulates the expression of HSF1-dependent genes as well as the expression of key components of the Wnt/β-catenin pathway. Interestingly, it has been recently demonstrated that also HSF1 promotes Wnt/β-catenin cascade activation^20^ and among its target genes are included Wnt binding proteins^21^. Prompted by these evidences, we isolated MEFs cells from wild type, HSF1 heterozygous and HSF1 knockout mice (WT, HSF1^+/–^, and HSF1^–/–^ MEFs) to evaluate the expression of Wnt10b and LEF1, two genes of the Wnt pathway, found to be the most downregulated ones in absence of TG2. Thus, we measured the mRNA levels by qPCR analysis and we observed decreased expression in cells lacking HSF1 (Supplementary Fig. 3b). These results propose that not only TG2 but also one of its interacting partners, HSF1, is involved in the regulation of Wnt signaling.

### TG2 regulates β-catenin transcriptional activity

To elucidate how TG2 could affect Wnt signaling expression profile, we analyzed TG2 interacting proteins inside the nucleus. To this aim, we performed immunoprecipitation of nuclear TG2 in WT MEFs and the purified protein complex analyzed by Orbitrap mass spectrometry, resulting in the nuclear TG2’s interactome. Interestingly, we found that some of TG2 interacting proteins are transcriptional factors and most of them are involved in the Wnt/β-catenin pathway (Supplementary Fig. 4a), strengthening the concept that TG2 has a role in the regulation/modification of Wnt signaling components.

Based on these outcomes, we investigated the activation state of the Wnt pathway by evaluating the localization and the phosphorylation of β-catenin. Indeed, in the absence of Wnt ligand, cytoplasmic β-catenin is phosphorylated by CK1α and GSK3, which target it for proteasomal degradation. On the contrary, when Wnt ligand binds to Fz receptor, β-catenin phosphorylation is inhibited allowing β-catenin to accumulate into the nucleus where it works as a LEF1 co-activator for inducing Wnt responsive genes. We performed a cytosolic/nuclear fractionation (Fig. 3a) in WT and KO MEFs and we discovered that, in absence of TG2, the decreased β**-**catenin protein levels correlated with increased phosphorylation on serine 33/37, suggesting that the protein is primed for the degradation. Moreover, according to the gene expression analysis, also the LEF1 protein level was lower in the nucleus of cells lacking TG2 in comparison with WT cells.

To evaluate how TG2 could promote β-catenin stabilization, we performed a co-immunoprecipitation of β-catenin and TG2 and we found they interact with each other in the nucleus (Fig. 3b). Prompted by these findings, we investigated whether TG2 could affect the interaction of β-catenin with LEF1, inside the nucleus, necessary to induce Wnt genes expression. To this aim, we immunoprecipitated nuclear β-catenin in WT and KO MEFs and found that cells lacking TG2 showed a decreased interaction with LEF1, confirming a defect in Wnt pathway activation (Fig. 3c). These results suggest that TG2, by binding β-catenin, could prevent its degradation and promote the interaction with key components inside the nucleus leading to the activation of Wnt signaling.

To corroborate our findings, we also evaluated TG2 modulation of Wnt pathway in vivo in the zTg2b zebrafish model, by using the well-established reporter line Tg(7xTCFX.lasiam:EGFP)^ia4^, which highlights the canonical Wnt^22^. Ablation of zTg2b in Tg(7xTCFX.lasiam:EGFP)^ia4^ repressed Wnt signaling (Fig. 4a). Interestingly, the injection of incrementing doses (0.05, 0.1, and 0.2 pmol) of antisense morpholino resulted in progressive alterations in morphology and body shape correlated to a progressive reduction of Wnt-dependent fluorescence. As a control of the specificity for zTg2b KD on Wnt signaling, three further developmental pathways were studied in vivo: (I) glial fibrillary acidic protein (GFAP) signaling, which highlights neural development, was not reduced by zTg2b KD, suggesting that Wnt reduction is not mediated by general developmental delay; (II) the erythroid transcription factor Gata, which marks blood cells progenitors, is upregulated when compared with control. These results were in agreement with previous observations showing that Wnt ablation by chemical compounds and/or morpholinos improves Gata1 signaling;^23^ (III) the vascular marker *Kdrl* (also known as *egfr1* in *Homo sapiens*), which is normally positively regulated by Wnt signaling in *D. rerio* during vascular development^23^, is lowered when Wnt signaling is impaired (Supplementary Fig. 4b).

**Fig. 4:**
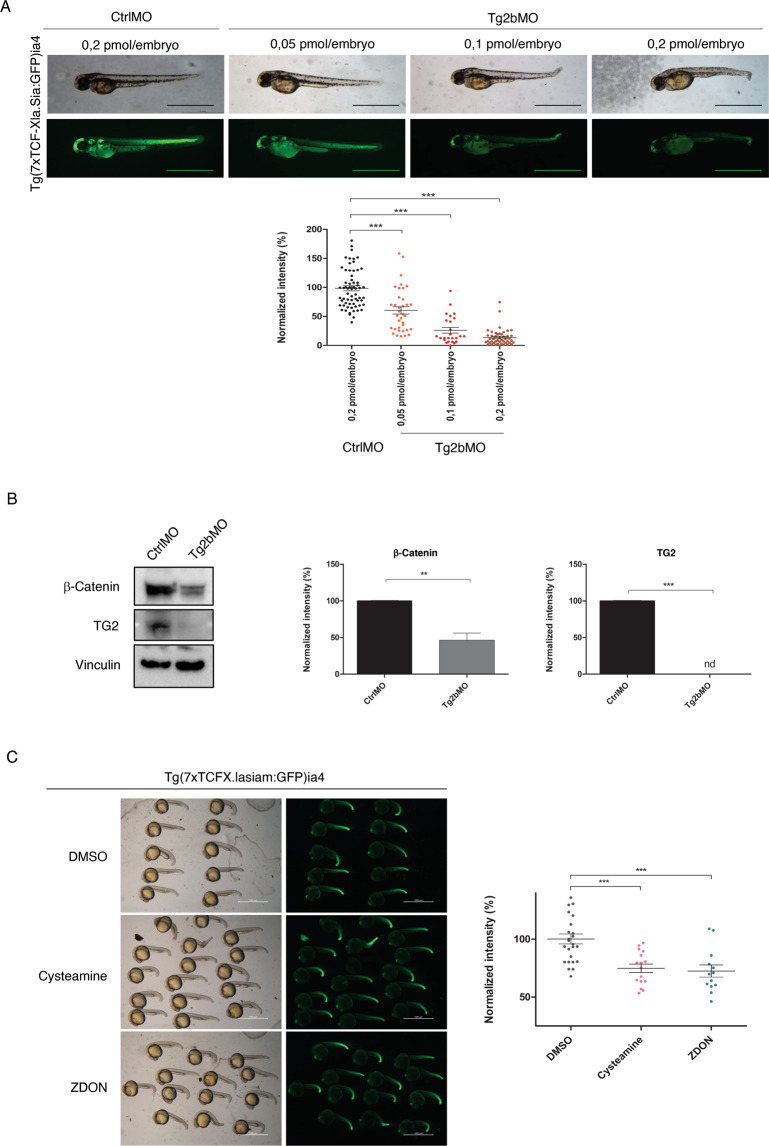
TG2 modulation of Wnt pathway in the zTg2b zebrafish model. **A** Knockdown of the zTg2b was performed in Tg(7xTCFX.lasiam:GFP)ia4 Wnt-dependent reporter fishes by injecting three increasing dosages of morpholinos (0.05, 0.1, and 0.2 pmol). Zebrafish at 48hpf were observed by bight field and epifluorescence microscopy. The images are representative for the groups of animals and the GFP quantification is reported in the graph (*n* = 50; means±SEM; ***p < 0.001). Bars: 1 mm. **B** Zebrafish TG2 protein and zebrafish β-catenin protein from KD and control larvae’s protein extracts were compared by western blot. The quantification is reported in the graph below. The values are indicated as the percentage of the control samples set as 100% (*n* = 3; means±SEM; **p < 0.01; ***p > 0.001). **C** GFP fluorescent zebrafish Tg(7xTCFX.lasiam:EGFP)ia4 Wnt-dependent reporter fishes were treated for 15 h with the following compounds: DMSO 0.2%, 40 μM ZDON, 1 mM Cysteamine. Epifluorescence microscopy images are reported, whereas fluorescence quantification is shown in the graph (*n* = 50; means±SEM; ***p < 0.001). Bars: 1.5 mm.

Wnt downregulation, shown as a decrease in β-catenin protein, was further confirmed by western blotting upon zTg2b ablation (Fig. 4b). Finally, TG2 mediated regulation of Wnt signaling in vivo has also been demonstrated by treatment with TG2 inhibitors. Indeed, Cysteamine or ZDON, well-known TG2 modulators^1,24,25^, can significantly reduce Wnt-dependent GFP fluorescence in Tg(7xTCFX.lasiam:EGFP)^ia4^ zebrafish reporter line (Fig. 4c).

Taken together, these results clearly demonstrate that TG2 is essential to sustain Wnt signaling in vitro and in vivo, by modulating Wnt-dependent transcriptional activity, e.g., promoting β-catenin stabilization and Wnt target genes expression (e.g., LEF1).

## Discussion

TG2 is a peculiar multifunctional enzyme which, in addition to catalyze the canonical Ca^2+^-dependent posttranslational modifications of proteins, similarly to the other members of the transglutaminase family, has been shown to catalyze other biochemical activities such as serine/threonine kinase and PDI^26^ Moreover, TG2 has been reported to play structural non-enzymatic protein–protein interactions in various cellular compartments. Indeed, TG2 acts as G protein in transmembrane signaling linked to various protein receptors or binds to GRP75, a key bridging molecule of the mitochondrial/endoplasmic reticulum interaction sites, thus controlling the intracellular Ca^2+^ homeostasis^2^. A number of data have pointed out the involvement of this complex protein in the regulation of gene expression; however, a systematic investigation of this potential function has never been clearly carried out. In keeping with these notions, it has been shown that the primary sequence of TG2 contains two putative bipartite nuclear localization signals NLS and that the enzyme may be actively transported into the nucleus via binding to an importin‐α3/Qip‐1 family protein^27^. Kojima’s group demonstrated that the enzyme is playing a key role in hepatocyte apoptosis induced by both ethanol and Fas by the selective cross-linking inactivation of the transcription factor Sp1, resulting in reduced expression of growth factor receptors such as c-Met^28^. Moreover, we have shown that upon cellular stress, TG2 translocates in the nucleus where, by its PDI activity, it oligomerizes the HSF1 transcription factor, the master regulator of transcription during cellular heat-shock response^13^. Recently, it has been also demonstrated that TG2 can serotonylate histone H3 tri-methylated lysine 4 (H3K4me3)-marked nucleosomes, resulting in the presence of combinatorial H3K4me3Q5ser in vivo^11^. Interestingly, the TG2-dependent transcriptional regulation of gene expression seems to be evolutionary conserved, in fact, in *Drosophila*, the TG-catalyzed Relish cross-linking suppressed the immune deficiency pathway that enables immune tolerance against commensal microbes^29^.

Prompted by these evidences, in this study we investigated the role of TG2 in the regulation of gene expression. To this aim, we have carried out the whole-RNA-seq analysis comparing wild-type and TG2 knockout MEFs under normal conditions as well as after heat shock. The data clearly evidenced the profound effect of TG2 on gene expression. Indeed, a total of 2533 and 2206 genes were, respectively, downregulated and upregulated in cells lacking TG2, highlighting the high impact of the enzyme on the transcriptome profile. We found that many key pathways are modulated by TG2, confirming its role in fundamental biological processes such as extracellular matrix organization, G protein function, and neurodegenerative disorders such as Alzheimer disease^28^. In addition, enrichment analysis of RNA-seq data revealed that cholesterol biosynthesis is the most-enriched gene set together with Ppar-γ pathway, confirming previous data reporting intracellular fat accumulation in cells lacking TG2 (ref. ^30^). 

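Genes of matrix assembly and of G protein signaling were among those lower in KO MEFs kept at 37 °C, while genes of the processing of the amyloid precursor went both ways. The adenylate cyclase genes Adcy1 and Adcy3 and the G protein subunit gene Gng11 were lower, while Gng8 and Gnao1 were higher. App, the gene of the amyloid precursor protein, was higher, and Bace1, the gene of the β-secretase that cuts it, was lower. Of 31 genes of heterotrimeric G proteins, their regulators and adenylate cyclases, 15 were lower and 7 higher (adjusted p = 0.218 from camera in limma). In a Fisher exact test against all genes tested, 8.01 lower genes were expected by chance among these (adjusted p = 0.0216). Adcy1 had a signal of 1179 ± 109 (SD, n = 3) in WT MEFs and was at least 1191-fold lower in KO MEFs, and Adcy3 fell from 998 ± 36.5 (SD, n = 3) to 4.95 ± 5.55 (SD, n = 3). Gng11 had 1048 reads in WT and 1 read in KO MEFs, a ratio of 840 (95% counting interval 150.4 to 33194), and Rgs17, which speeds the shutoff of G proteins, fell by 6.10 on the log2 scale. Gng8 rose by 4.90 and Gnao1 by 2.27, and Gnaz fell by 1.19 (standard error 0.18, adjusted p = 2.03e-05 from limma). In the Reactome pathway G alpha (z) signalling events, 8 of 10 genes were lower (adjusted p = 0.0245 from a one-sided Fisher exact test). In the pathway of collagen fibril assembly, 22 of 34 genes were lower (adjusted p = 0.00125 from the same test). Of 18 genes of amyloid precursor processing, 7 were lower and 4 higher (adjusted p = 0.236 from camera; in a Fisher exact test 4.65 lower genes were expected, adjusted p = 0.302). App rose from 2389 ± 44.0 (SD, n = 3) to 4910 ± 157 (SD, n = 3), by 1.04 (standard error 0.05, adjusted p = 1.01e-10 from limma). Bace1 fell from 1467 ± 13.2 (SD, n = 3) to 283 ± 11.2 (SD, n = 3), by 2.37, and the γ-secretase subunit gene Aph1b by 3.24. Sorl1, a sorting receptor of the precursor, was at least 382-fold lower, and Bace2 had 518 reads in WT and 1 in KO MEFs (ratio 415, 95% counting interval 74.2 to 16423). The counts of both lists were identical when adjusted over the list alone.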

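Genes of cholesterol biosynthesis were higher in KO MEFs kept at 37 °C, among them Msmo1, Mvd, Fdps and Lss. Genes of PPAR-γ and fat storage went both ways: Pdk4 and Lpl, the lipoprotein lipase gene, were read only in WT MEFs, while Cebpb, Cebpd and Retn were higher in KO MEFs. Of 26 genes of cholesterol synthesis and its control, 20 were higher, none was lower and 6 were not called, with a median of 0.92. The set had an adjusted p = 1.13e-06 from camera in limma (adjusted p = 0.0970 with an estimated correlation, and 1.67e-09 to 0.216 over the alternatives). Msmo1 lies on chromosome 8 from 64718139 to 64733792, and its signal was 815 ± 101 (SD, n = 3) in WT MEFs and 4321 ± 224 (SD, n = 3) in KO MEFs. This is a log2 fold change of 2.41 (standard error 0.08, adjusted p = 1.31e-12 from limma). Mvd rose by 1.90, Fdps by 1.82 and Lss from 953 ± 21.7 (SD, n = 3) to 3105 ± 203 (SD, n = 3), by 1.70. Srebf2, the gene of the controlling transcription factor, rose by 0.64. Among the genes higher in KO MEFs, Cholesterol biosynthesis ranked 1 of the Reactome pathways, with 18 of 22 genes where 4.45 were expected (adjusted p = 7.17e-07 from a one-sided Fisher exact test; adjusted p = 1 with calls at a fold of 4, and 6.66e-06 with all tested genes as background). Of 24 genes of PPAR-γ and fat storage, 8 were higher, 7 lower and 9 not called, with a median of -0.02 (adjusted p = 0.986 from camera). Pparg itself had 3 reads in WT and 98 reads in KO MEFs, a ratio of 40.8 (95% counting interval 13.5 to 201). Lpl was at least 493-fold lower, Angptl4 fell by 2.24, and Cebpd rose by 3.77, Cebpb by 2.99 and Retn by 4.19. The counts of both lists were identical when adjusted over the list alone.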

Interestingly, in the absence of TG2, the heat-shock response was dramatically affected both in vitro and in zebrafish, thus confirming the evolutionary conserved role of TG2 in the regulation of HSF1 (ref. ^13^). Noteworthy, our analysis clearly identified the Wnt/β-catenin signaling pathway as the most affected in the absence of TG2. These findings are also corroborated by the identification of the TG2 nuclear-interacting proteins. Indeed, we found that TG2 interacts with several important transcriptional factors, which have been shown to play a key regulatory function in the modulation of the Wnt/β-catenin pathway. 

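The tested genes of the Reactome pathway Signaling by Wnt leaned lower in KO MEFs kept at 37 °C, and so did the part that works without β-catenin. In Signaling by Wnt, 19 genes were higher beside the lower ones, with a median log2 fold change of -0.32 (p = 0.00290 from camera in limma, p = 0.0384 with an estimated correlation, neither adjusted over pathways). In beta-catenin independent WNT signaling, 35 of 99 genes were lower and 14 higher (p = 0.0247 from camera, p = 0.232 with an estimated correlation). Extracellular matrix organization gave p = 0.00610 from camera and p = 0.339 with an estimated correlation, with 34 of its genes higher beside the lower ones. In Cholesterol biosynthesis no gene was lower, and the pathway gave p = 1.23e-07 from camera and p = 3.96e-04 with an estimated correlation. After heat shock, 70 genes of Signaling by Wnt were lower and 18 higher in KO MEFs (p = 0.00134 from camera, p = 0.0286 with an estimated correlation), and all 9 tested Wnt ligand genes were lower. With calls at a fold of 4, Signaling by Wnt held 25 lower genes where 18.9 were expected and ranked 99 among the Reactome pathways, and Extracellular matrix organization held 47 where 17.1 were expected and ranked 2. From the lower expression of Wnt genes in KO MEFs, the paper proposes that the pathway is downregulated in the absence of TG2. The paper also rests this on quantitative PCR, on β-catenin and LEF1 protein and their binding, and on zebrafish reporters and TG2 inhibitors. None of these was analysed here.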

Future studies should define whether these proteins are substrates that can be post-translationally modified by TG2 as well as the consequent downstream cellular events.

In order to confirm this effect in vivo, we ablated transglutaminases in zebrafish and we analyzed the effect on the expression of the Wnt pathway. The data clearly evidenced, also in lower vertebrates, the drastic effect elicited by the TG2 ablation on the Wnt pathway. Interestingly, the same effect on the Wnt signaling was obtained by inhibiting the enzymatic activity of TG2. This result highlights the importance of the catalytic activity of the enzyme for the induction of the Wnt pathway and for the proper development of zebrafish. Indeed, it is important to note that in zebrafish three zTG isoforms exist but interestingly only the zTg2b downregulation determines a severe developmental impairment starting from gastrulation stage. In fact, ~40% of morphants died within 48 h, indicating that zTg2b transcripts are essential during embryonic development. TG2 KD in *D. rerio* also showed an evident defect in pigmentation, which is usually observed in Wnt deficient animals, but it is completely original for TG2-deficient models. Indeed, Wnt signaling is a critical player in epidermal melanophores (also known as melanocytes in mammals)^31,32^. These data are particularly important because the knockdown of TG2 in mammals does not produce any evident developmental phenotype, suggesting that the other TGs isoforms could compensate for the absence of TG2 during embryonal development.

In conclusion, this study demonstrates the role of TG2 on gene expression and for the first time highlights its fundamental role in embryonal development in vertebrates. The identification of the TG2 modulation of the Wnt/β-catenin is also important to explain the involvement of the enzyme in pathological settings such as cancer and diabetes.

## Materials and methods

### Cells

WT and KO MEFs were obtained from C57BL/6 mice either wild type or knockout for TG2. HSF1^+/–^ and HSF1^–/–^ MEFs were obtained from C57BL/6 mice heterozygous and knockout for HSF1. Fibroblasts were isolated by trypsinization of embryos at E14. The dissociated cells were plated and grown to near-confluence and were passed every 3 or 4 days until spontaneous immortalization occurred. MEF cells were cultured in Dulbecco’s modified Eagle’s medium (Lonza) supplemented with 10% fetal bovine serum, 100 μg/ml streptomycin, and 100 units/ml penicillin, at 37 °C and 5% CO_2_ in a humidified atmosphere. Mycoplasma contamination was tested in all cell lines. To induce HS cells were placed in a water bath at 42 °C for 20 min.

### RNA sequencing

Next-generation sequencing experiments were performed by Genomix4life S.R.L. (Baronissi, Salerno, Italy). RNA was isolated and concentration in each sample (three samples for each condition) was assayed with a ND-1000 spectrophotometer (NanoDrop) and its quality assessed with the TapeStation 4200 (Agilent Technologies). Indexed libraries were prepared from 500 ng/ea purified RNA with TruSeq Stranded mRNA Sample Prep Kit (Illumina) according to the manufacturer’s instructions. Libraries were quantified using the TapeStation 4200 (Agilent Technologies) and and Qubit fluorometer (Invitrogen Co.), then pooled such that each index-tagged sample was present in equimolar amounts, with final concentration of the pooled samples of 2 nM. The pooled samples were subject to cluster generation and sequencing using an Illumina NextSeq 500 System (Illumina) in a 2 × 75 paired-end format at a final concentration of 1.8 pmol.

The raw sequence files generated (.fastq files) underwent quality control analysis using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) and the quality checked reads were trimmed with cutadapt^33^ v.1.10 and then aligned to the mouse genome (GRCm38) using STAR v.2.5.2^34^, with standard parameters. Differentially expressed mRNAs were identified using DESeq2 v.1.12^35^. First, gene annotation was obtained for all known genes in the human genome, as provided by GenCode (GRCm38.p6 release 17). Using the reads mapped to the genome, we calculated the number of reads mapping to each transcript with HTSeq-count v.0.6.1^36^. These raw read counts were then used as input to DESeq2 for calculation of normalized signal for each transcript in the samples, and differential expression was reported as fold change along with associated adjusted *p* values (computed according to Benjamini–Hochberg). The data files have been deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE 162071. The Gene ontology and pathway enrichment analysis were performed by using Enrichr online tool^37^. The Volcano plot was generated using Galaxy platform (http://galaxyproject.org). The gene set enrichment tool Enrichr^37^ was used to perform functional annotation analysis of REACTOME pathways. Gene Set Association Analysis (GSAA)^36^ of the expression data was used to assess enrichment of selected gene lists, indicated, respectively, in the figure legend, derived from REACTOME Pathway Database. We used the GSAASeqSP tool, a Java-based desktop application (software GSAA 2.0), according to the manufacturer’s instructions^38^, and we applied the default setting, choosing Signal2Noise_log2Ratio for differential expression analysis of individual genes.

### Quantitative RT-PCR

Cells were lysed in Trizol reagent (Invitrogen, Carlsbad, CA) and total RNA was extracted using Direct-Zol™ RNA MiniPrep Plus according to the manufacturer’s instructions. In all, 1 μg of RNA was retro‐transcribed using SensiFAST™ cDNA Synthesis Kit (Bioline) and used in quantitative RT-PCR (qPCR) experiment, using SensiFAST™ SYBR Hi-ROX Kit (Bioline) following manufacturer’s instructions. Thermocycling consisted of an initial polymerase activation step at 98 °C for 5 min, and amplification was performed with 35 cycles of 95 °C for 15 s, 68 °C for 10 s, and 72 °C for 20 s with data acquisition at this stage and the reaction finished by the built‐in melt curve. The relative amounts of mRNA were calculated by using the comparative Ctmethod.

Actin: 5′GGCTGTATTCCCCTCCATCG3′, 5′CCAGTTGGTAACAATGCCATGT3′

LEF1: 5′AAATGGGTCCCTTTCTCCAC3′, 5′TCGTCGCTGTAGGTGATGAG3′

Wnt10b: 5′ACGACATGGACTTCGGAGAGAAGT3′, 5′CATTCTCGCCTGGATGTCCC3′

Wnt5a: 5′TGAAGCAGGCCGTAGGAC3′, 5′AGCCAGCACGTCTTGAGG3′

IGFBP4: 5′TGAGAGCGAACATCCCAACAA3′, 5′TGTCCCCACGATCTTCATCTT3′

### Co-immunoprecipitation

Cells were lysed in a buffer containing 150 mM NaCl, 50 mM Tris–HCl pH 7.5, 2 mM EDTA, 2% NP‐40 and freshly added protease inhibitor cocktail. An amount of 2 mg of proteins from cell lysates were subjected to immunoprecipitation using 4 μg of specific antibodies in combination with 30 μl of Dynabeads™ Protein G (Invitrogen), according to the manufacturer’s instructions. LDS sample buffer 2× (Life Technologies) containing 2.86 M 2‐mercaptoethanol (Sigma‐Aldrich) was added to beads, and samples were boiled at 95 °C for 10 min. Supernatants were analyzed by western blot.

### Sample preparation and LC-MS/MS analysis

The first and second elutions of single immunoprecipitation were pooled and boiled at 95 °C; disulfide bonds were reduced and alckylated, respectively, with 10 mM dithiothreitol, 30 min at 56 °C, and 55 mM iodoacetamide, 20 min at room temperature in darkness. After precipitation with ethanol 100%, the samples were resuspended in ammonium bicarbonate 50 mM, 2 M urea and were digested by trypsin (0.2 μg/sample) at 37 °C overnight. Then were purified through the filter of a Zip-Tip (C-18 Resin, Millipore) and eluted from the Zip-Tip with 80% acetonitrile and 0.1% TFA. To eliminate the excess of acetonitrile, speedvac was used for 3 min and the peptides were resuspended in 10 μl of 2.5% acetonitrile, 0.1% TFA, and 10 μl 0.1% formic acid.

### Mass spectrometry analysis and protein identification

The peptide mixture were analyzed by ultra-high performance liquid chromatography coupled with high resolution mass spectrometry using Thermo Scientific Q Exactive Plus Orbitrap; in particular, the peptides were separated by nano liquid chromatography (UltiMate 3000 RSLC nano-LC system, Thermo Fisher Scientific, Waltham, MA, USA), loaded onto a 75 μm C18column (ES800—Thermo Fisher Scientific, Waltham, MA, USA), using a 100 min multistep gradient elution (from 4–90% eluent B with a constant flow of 0.3 μL/min), and were analyzed by Exactive Q plus mass spectrometer (Thermo Fisher Scientific). The raw data from the mass spectrometric analysis was processed using the MaxQuant sofware v.1.5.5.1.

### Western blot analysis

MEFs cells were rinsed in ice‐cold PBS and collected in lysis buffer containing 20 mM Tris–HCl pH 7.4, 150 mM NaCl, and 1% Triton X‐100 with protease inhibitor cocktail. Nuclear and cytosolic extracts were obtained using the NE‐PER Nuclear and Cytoplasmic Extraction Kit (Thermo Scientific). Protein concentrations were determined by the Bradford assay, using bovine serum albumin as a standard. Aliquots of total protein extracts from cells after different treatments were resolved on sodium dodecyl sulfate (SDS)–polyacrylamide gel and transferred to a nitrocellulose membrane. Blots were blocked in 5% non‐fat dry milk in T‐PBS (PBS + 0.05% Tween‐20) for 1 h at room temperature and then incubated overnight with the described antibodies. The membranes were incubated with enzyme horseradish peroxidase (HRP)‐conjugated secondary antibody for 1 h at room temperature, and the signal was detected by Immobilon® Western (Millipore).

### Antibodies

Anti LEF1 (sc374522, Santa Cruz); anti β−catenin (ab32572, AbCam); anti phospho β−catenin (9561, Cell Signaling); anti TG2 (3557, Cell signaling); anti TG2 (sc71632, Santa Cruz); anti Lamin A/C (sc-6215, Santa Cruz); anti Tubulin (T-4026, Sigma); anti Wnt5a (MAB645, R&D); anti Wnt10b (PA5-20530, Invitrogen).

### Multiple alignment of natural proteins

The phylogenetic analysis of TG2 proteins has been performed by Neighbor-Joining method, using ClustalX2 and TreeView software solutions. The input sequences were already reported. Accession numbers are reported in the “rooted cladogram” tree.

### Zebrafish reporter lines

WT zebrafish were from the Tübingen (Tü) or AB strains. All transgenic lines were collected from original laboratories, which developed the lines and are currently stabled at the zebrafish facility of University. Fish housing was carried out at 28.5 °C according to standard rules and procedures (https://zfin.org). Tg(7xTCFX.lasiam:GFP)ia4 contains a gfp gene driven by a tcf/lef responding promoter. This line reports Wnt signaling activity in vivo. Tg(gfap:eGFP)mi2001 carries an EGFP reporter transgene under the control of GFAP promoter region^39^. Tg(Kdrl:mCherry)uto2 expresses a red fluorescent protein in vascular cells^40^. Tg(gata1:dsRed)sd2 carries the dsRed gene under control of a 7-kb fragment derived from the gata1 promoter^41^.

Zebrafish were also treated with TG2 inhibitors Cysteamine (1 mM) or ZDON (40 μM) in can significantly reduce GFP fluorescence by O/N treatment (12–30 hpf) if compared with the dimethyl sulfoxide-treated control.

All animal manipulation procedures were conducted according to the Local Ethical Committee at the University of Padua and National Agency (Italian Ministry of Health) (Italian Ministry of Health Authorization number 407/2015-PR), and with the supervision of the Central Veterinary Service of the University of Padova (in compliance with Italian Law DL 116/92 and further modifications, embodying UE directive 86/609).

### Morpholino injection

Custom Morpholinos were purchased by Genetools LLC. The sequence used are the follow:

Tg2aMO: (5′-CTCAATTTCCACCACTCTCTCCATG-3′);

Tg2bMO: (5′-CCGATGTCCAGAGCCATGTTTATAA-3′);

Tg2lMO: (5′-TGATGGATTTAGCTTGACAAGTCGT-3′).

All morpholinos affect translational start of zebrafish TG2 paralogous genes. Standard Ctrl Morpholino (CtrlMO) was also purchased by Genetools LLC. Microinjection was performed on randomly separated sibling embryos at one-cell stage, adding ≈12 ng/embryos of morpholino. Morpholinos impeded either the translation of zTg2a, or zTg2b, or zTg2l transcripts, blocking both maternal and zygotic forms. Chorions were manually removed at 24 hpf (hpf: hours post fertilization) and images were acquired either at 30 or 48hpf, crude proteins extract were also obtained after image acquisition. zTg2b KD was performed by the injection of 0.05, or 0.1, or 0.2 pmol of antisense morpholino for embryo.

### Microscopy and image acquisition

Zebrafish embryos expressing fluorescent proteins were analyzed using a Leica M165FC epifluorescent microscope. All images were acquired with a Nikon DS-F12 digital camera. All images were acquired with the same exposure parameters and processed in silico with Gimp 2.0 and Adobe Photoshop. A single-embryo representative for the whole population was reported in each picture.

### Western blot with zebrafish samples

Fish larvae at 2dpf (dpf: days post fertilization) were lysed according to the protocol proposed earlier^42^. Lysis buffer were supplemented with protease inhibitors cocktail (Roche Diagnostics, Mannheim, Germany) and Phosphatase Inhibitor Cocktails 2 and 3 (Sigma Aldrich, Milan, Italy). Samples homogenization were performed by a glass dounce. The supernatant was collected, and protein concentration was determined by the Bradford method. Extracted proteins were supplemented with 4× sample buffer, heated at 80 °C for 5 min and run onto precast SDS-PAGE (Thermofisher, Milan, Italy). Proteins were transferred on Immobilon-P membranes (Merk Millipore, Italy) with Biorad turbo semi-dry system (30 min, 25 V) in 25 mM Tris, 192 mM glycine, 10% ethanol (v/v), 0.1% SDS. Membranes were incubated with the following antibodies: anti β-catenin (C7082, Sigma Aldrich); anti Vinculin (AB6039, EMD Millipore); anti TG2 (3557, Cell signaling), anti-mouse or anti-rabbit secondary antibodies conjugated to horseradish peroxidase (A4416, Sigma Aldrich and 074-1516, KPL). All primary antibodies were used at 1:1000 dilution. HRP Chemiluminescence signals were detected by Biorad Chemidoc Image Station.

### Heat-shock experiments in zebrafish

Homozygous Tg(-1.5hsp70l:GAL4) were out-crossed with homozygous Tg(UAS:Kaede), generating heterozygous double carriers, which can remark heat-shocked larvae by green fluorescent like protein accumulation^43^. Double transgenic siblings were injected at one-cell stage either with Tg2bMO or CtrlMO, heat-shock inductions were performed at 24 hpf by incubation of larvae for 1 h at 37 °C, whereas images were acquired between 29 and 30 hpf.

### Statistical analysis

The sample size has been identified, considering the theoretical difference between the means and the theorical size of the standard deviation/s. Animals were randomly associated with the treatments and operator blinding was not done. GraphPad was used for statistical analysis. ImageJ64 software was used for densitometric analysis. Statistical significance was determined using the Student’s *t* test or one‐way analysis of variance test. *P* value smaller than 0.05 (*p* < 0.05) was considered to be significant.

## Supplementary information

Supplementary figures

## Data Availability

The data sets generated and analyzed during the current study are available in the GEO repository, accession number GSE 162071.

## References

[1] Lee CS, Park HH (2017). Structural aspects of transglutaminase 2: functional, structural, and regulatory diversity. Apoptosis.

[2] D’Eletto M, Rossin F, Fedorova O, Farrace MG, Piacentini M (2018). Transglutaminase type 2 in the regulation of proteostasis. Biol. Chem..

[3] Im MJ, Graham RM (1990). A novel guanine nucleotide-binding protein coupled to the alpha 1-adrenergic receptor. I. Identification by photolabeling or membrane and ternary complex preparation. J. Biol. Chem..

[4] Hasegawa G (2003). A novel function of tissue-type transglutaminase: protein disulphide isomerase. Biochem J..

[5] Altuntas S (2014). Type 2 Transglutaminase, mitochondria and Huntington’s disease: menage a trois. Mitochondrion.

[6] Rossin F, D’Eletto M, Farrace MG, Piacentini M (2014). Transglutaminase type A multifunctional protein chaperone?. Mol. Cell Oncol..

[7] Battaglia G (2007). Transglutaminase 2 ablation leads to defective function of mitochondrial respiratory complex i affecting neuronal vulnerability in experimental models of extrapyramidal disorders. J. Neurochem.

[8] Mastroberardino PG (2006). “Tissue” transglutaminase contributes to the formation of disulphide bridges in proteins of mitochondrial respiratory complexes. Biochim. Biophys. Acta.

[9] D’Eletto M (2018). Transglutaminase type 2 regulates ER-mitochondria contact sites by interacting with GRP75. Cell Rep..

[10] Kanchan K, Fuxreiter M, Fésüs L (2015). Physiological, pathological, and structural implications of non-enzymatic protein-protein interactions of the multifunctional human transglutaminase 2. Cell Mol. Life Sci..

[11] Farrelly LA (2019). Histone serotonylation is a permissive modification that enhances TFIID binding to H3K4me3. Nature.

[12] Oliverio S (1997). Tissue transglutaminase-dependent posttranslational modification of the retinoblastoma gene product in promonocytic cells undergoing apoptosis. Mol. Cell Biol..

[13] Rossin F (2018). TG2 regulates the heat‐shock response by the post‐translational modification of HSF1. EMBO Rep..

[14] Tatsukawa H (2009). Role of transglutaminase 2 in liver injury via cross-linking and silencing of transcription factor Sp1. Gastroenterology.

[15] Moon RT, Kohn AD, De Ferrari GV, Kaykas A (2004). WNT and beta-catenin signalling: diseases and therapies. Nat. Rev. Genet..

[16] Housley MP (2014). Translational profiling through biotinylation of tagged ribosomes in zebrafish. Development.

[17] Rauwerda H (2017). Transcriptome dynamics in early zebrafish embryogenesis determined by high-resolution time course analysis of 180 successive, individual zebrafish embryos. BMC Genomics.

[18] Howe K (2013). The zebrafish reference genome sequence and its relationship to the human genome. Nature.

[19] Ron D (2002). Translational control in the endoplasmic reticulum stress response. J. Clin. Invest..

[20] Zhang L (2019). Proteomics analysis of proteins interacting with heat shock factor 1 in squamous cell carcinoma of the cervix. Oncol. Lett..

[21] Kovács D (2019). HSF1Base: a comprehensive database of HSF1 (heat shock factor 1) target genes. Int. J. Mol. Sci..

[22] Moro E (2012). In vivo Wnt signaling tracing through a transgenic biosensor fish reveals novel activity domains. Dev. Biol..

[23] Hübner K (2017). Wnt signaling positively regulates endothelial cell fate specification in the Fli1a-positive progenitor population via Lef1. Dev. Biol..

[24] McConoughey SJ (2010). Inhibition of transglutaminase 2 mitigates transcriptional dysregulation in models of Huntington disease. EMBO Mol. Med.

[25] Palucci I (2017). Transglutaminase type 2 plays a key role in the pathogenesis of Mycobacterium tuberculosis infection. J. Intern. Med..

[26] Ricotta M, Iannuzzi M, De Vivo G (2010). & Gentile V. Physio-pathological roles of transglutaminase-catalyzed reactions. World J. Biol. Chem..

[27] Peng X (1999). Interaction of tissue transglutaminase with nuclear transport protein importin-alpha3. FEBS Lett..

[28] Tatsukawa H, Furutani Y, Hitomi K, Kojima S (2016). Transglutaminase 2 has opposing roles in the regulation of cellular functions as well as cell growth and death. Cell Death Dis..

[29] Shibata T (2013). Transglutaminase-catalyzed protein-protein cross-linking suppresses the activity of the NF-κB-like transcription factor relish. Sci. Signal..

[30] Piacentini M (2018). Non-alcoholic fatty liver disease severity is modulated by transglutaminase type 2. Cell Death Dis..

[31] Vibert L (2017). An ongoing role for Wnt signaling in differentiating melanocytes in vivo. Pigment Cell Melanoma Res..

[32] Sun Q (2018). Dissecting Wnt signaling for melanocyte regulation during wound healing. J. Invest. Dermatol..

[33] Martin M. “Cutadapt removes adapter sequences from high-throughput sequencing reads”. *EMBnet J.***17**, 1 (2011)

[34] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[35] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[36] Anders S, Pyl PT, Huber W (2015). HTSeq–a Python framework to work with high-throughput sequencing data. Bioinformatics.

[37] Kuleshov MV (2016). Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Res..

[38] Xiong Q, Mukherjee S, Furey TS (2014). GSAASeqSP: a toolset for gene set association analysis of RNA-Seq data. Sci. Rep..

[39] Jing X, Malicki J (2009). Zebrafish ale oko, an essential determinant of sensory neuron survival and the polarity of retinal radial glia, encodes the p50 subunit of dynactin. Development.

[40] Wang Y (2010). Moesin1 and Ve-cadherin are required in endothelial cells during in vivo tubulogenesis. Development.

[41] Traver D (2003). Transplantation and in vivo imaging of multilineage engraftment in zebrafish bloodless mutants. Nat. Immunol..

[42] Schnabel D, Castillo-Robles J, Lomeli H (2019). Protein purification and western blot detection from single Zebrafish eembryo. Zebrafish.

[43] Ando R, Hama H, Yamamoto-Hino M, Mizuno H, Miyawaki A (2002). An optical marker based on the UV-induced green-to-red photoconversion of a fluorescent protein. PNAS.

How the deposited data were processed for this re-analysis (not part of the article)

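Messenger RNA of WT and TG2 KO MEFs was sequenced in 4 groups of 3 libraries: WT control, WT heat shock, KO control and KO heat shock. Heat shock lasted 20 min at 42 °C and the control cells were kept at 37 °C. All 12 columns of the deposited table could be assigned to a group from their names and the sample records. The other experiments of the paper (quantitative PCR, immunoblots, nuclear interactors, HSF1-deficient MEFs and zebrafish) were not analysed here.

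The submitters' notes name cutadapt 1.10, STAR 2.5.2, HTSeq-count 0.6.1 and the mm9 build. The paper's methods name GRCm38, patch 6, with GENCODE release 17, and DESeq2 1.12. The strand setting of the counting is not stated in the paper's text. The deposited values are counts that the authors divided by 1 DESeq2 size factor per library, and each such value is called signal. All of them were whole multiples of the value of 1 read, within a tolerance of 0.01 read, so whole reads could be recovered for the tests on counts. The libraries held 15319300 to 27668395 reads in genes (median 19119552), with medians of 26754485 in the WT control, 18675226 in the WT heat shock, 18370264 in the KO control and 19321799 in the KO heat shock group. Replicates correlated at a Pearson r of 0.993 to 0.996 across genes, and their counts differed by 2.54 to 18.1 times the variance of sampling noise (chi-squared per degree of freedom). Genes are not independent replicates in such a correlation.

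The groups share the replicate numbers 1 to 3, and the paper does not say what the numbers mark. Of 18 correlations between the deviations from the group means of libraries with 1 number in different groups, 2 were above 0.1 (range -0.0710 to 0.205, median -0.0156), and 6 of 12 libraries matched their own number best. Both of those above 0.1 lay between WT control and KO control libraries, 0.205 for number 1 and 0.158 for number 3, with 0.0279 for number 2 and -0.150 and -0.197 between numbers 1 and 3. Mitochondrial genes took 0.687%, 0.892% and 1.19% of the reads in WT control 1 to 3 and 0.674%, 0.816% and 1.13% in KO control 1 to 3. The numbers were not taken to pair the libraries, since not every pair was above 0.1, but shared handling of control libraries of 1 number is not excluded, and a fit with the replicate number as a block is among the alternatives.

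Of 45808 genes in the table, 20908 had no read in any library. The 14201 genes with a signal of at least 10 in at least 3 of the 12 libraries were tested. The log2 of signal plus 1 was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend), with 1 mean per group and no block. The comparisons were KO control against WT control, heat shock against control in each genotype, heat-shocked KO against heat-shocked WT, and the response to heat shock in KO minus that in WT. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold of at least 1.5, the thresholds of Fig. 1b. These tests, the groups, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined, and the values of Fig. 2b had been seen by then.

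The rule named every gene that the paper reports as measured in MEF RNA, with Tgm2, Hsf1 and Ctnnb1. It named the 8 called genes with the largest fitted change in each direction of KO control against WT control (mean of at least 500 in the higher group, libraries of the groups apart). It did the same for each heat shock comparison at a mean of at least 100, with 5 genes in each direction for heat-shocked KO against heat-shocked WT and for the difference between the responses. It added up to 4 called members of each list and canonical members that were not called. Predicted genes and pseudogenes were counted and not named. Genes named outside the rule are said to be so where they appear, and results for some genes that the rule names are not reported here.

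Gene lists written from general knowledge were tested as sets with camera, two-sided, at a preset correlation of 0.01 between genes. The p-values were adjusted over the 38 lists with at least 3 tested members. The lists cover the genes of Fig. 2b, other genes named in the paper, Wnt ligands, Wnt receptors, Wnt antagonists, the β-catenin complex, Wnt targets, HSF1 target chaperones, nucleoporins, immediate early genes and the unfolded protein response. They also cover collagens, elastic fibre and matrix glycoproteins, laminins, matrix crosslinking enzymes, integrins, actin and contractile genes, cadherins, axon guidance, cholesterol biosynthesis, PPAR-γ and fat storage, G proteins, amyloid precursor processing and transglutaminases. Further lists hold cell cycle genes, p53 targets, the Ink4a/Arf locus, Y chromosome genes, X inactivation, Hox genes, limb identity, markers of 8 cell types, interferon response and cytokines. Member genes were also counted when adjusted over the list alone. The 2 Reactome lists of Fig. 1c were tested with camera, and 820 Reactome pathways of 10 to 500 tested members were tested with a one-sided Fisher exact test among the genes called lower and, separately, higher. Pathway members came from the mouse file of fgsea 1.28.0, which 13657 of the tested genes (96.2%) could be matched to, and the background was the 4419 tested genes in a pathway. Panther, Gene Ontology and the program GSAASeqSP of the paper were not used here.

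Alternatives set beforehand were pseudocounts of 0.5 and 5, no filter, a filter of at least 50 in 3 libraries, TMM rescaling, quantile normalization, fits of the compared groups alone, the replicate number as a block, no fold threshold, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, camera with an estimated correlation, fgsea, calls at a fold of 4, all tested genes as background, and leaving out each library in turn. A correction of each library for a trend on GC content and transcript length, and DESeq2 at a fold of 2, were added after the data were seen. GC content and length were known for 13580 of the tested genes (95.6%).

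The pipeline was tested on simulated data in which known genes had been changed. At a fold of 2 it called 98.5% of the changed genes in KO control against WT control, 97.0% for heat shock in WT and 95.5% for heat shock in KO. At a fold of 1.5, the threshold itself, it called 41.8%, 40.3% and 59.7%, and at a fold of 4 all of them. Of the genes with an adjusted p of at most 0.05, taken without the fold threshold, 4.15%, 3.14% and 2.04% were false. Each simulation changed 67 genes at a fold of 1.5, 67 at 2 and 66 at 4, far fewer than were called between the genotypes. It held no trend on GC content or transcript length. Where a group had no read of a gene, the fold is a lower bound against 3 reads over the group. Where it had 1 to 3 reads, the ratio has a 95% Clopper-Pearson counting interval.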

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

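The correction for GC content and transcript length and both tests on the chaperone response were chosen only after the results were seen. With 3 libraries per group, no library was tested for lying far from the others of its group.

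By camera's test of the difference between the responses, the HSF1 target chaperones responded less to heat shock in KO than in WT MEFs (adjusted p = 0.00225; adjusted p = 0.0922 with an estimated correlation, and 0.00132 to 0.119 over the alternatives). The immediate early genes (adjusted p = 3.27e-04), the unfolded protein response (0.0367), the collagens (0.0227) and the actin and contractile genes (0.0139) also responded less, and with an estimated correlation these had adjusted p = 0.794, 0.794, 0.845 and 0.828. No member was called singly by limma in the fit of all 12 libraries. The smallest adjusted p there, 0.0767, was that of Hspa1a, which had no read in KO control MEFs. Limma called Hspa1a as responding less at a pseudocount of 5, at a filter of 50, with quantile normalization, without WT control replicate 1, without WT heat shock replicate 1 or 3, and after the correction for GC content and transcript length. It called Hspa1b at a pseudocount of 5, and with single libraries left out Jun, Dusp1, Atf3, Ier2, Fosl1, Dnajb1 and Col7a1, and Col5a3 in the opposite direction. When adjusted over the list alone 2 chaperones, 8 immediate early genes, 1 gene of the unfolded protein response and 1 collagen were lower and 1 collagen was higher.

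Fewer HSF1 target chaperones rose in KO MEFs, and the heat-shocked KO libraries held 1.03 times the mean number of reads of the heat-shocked WT libraries, but the KO control libraries held 0.792 times that of the WT control libraries. Shallower KO libraries thus stay open as part of the cause. A weaker response of the KO MEFs as a whole stays open. The 230 other genes called higher in WT MEFs had a median ratio of the KO to the WT log2 fold change of 0.374 (bootstrap interval 0.309 to 0.447), and the 6 chaperones one of 0.693 (0.353 to 0.865), so the intervals overlap. All of these genes were chosen for their call in WT MEFs, which by itself brings such ratios under 1, so these values do not show a weaker response. An effect of TG2 on HSF1, the paper's explanation, and other differences between the immortalized MEFs stay open as well, because genotype and cells go together. The real grouping called 0 genes with a different response, so that all 100 regroupings of the libraries within the genotypes, the real one among them, called at least as many tests nothing. The highest called 651, and such regroupings can exchange heat shock and control in 1 genotype.

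Many genes changed a little after heat shock in both genotypes. After the correction for GC content and transcript length, 57.7% of the genes called in WT MEFs were still called (302 of 523, of 354 called in all), and 96.0% of those called in KO MEFs (121 of 126). A trend on GC content or transcript length, which were corrected together, thus stays open as the cause for part of the WT calls. Against it as the whole cause stand the collagens, whose median was 0.48 before and 0.45 after the correction in WT MEFs, and 0.46 and 0.43 in KO MEFs, although 4 in place of 7 were called in WT MEFs. The slope of the log2 values per 10% GC lay between -0.246 and 0.0495 in the WT control and between 0.0788 and 0.129 in the WT heat shock libraries, while in KO MEFs the ranges of -0.136 to 0.0806 and -0.0368 to 0.0646 overlapped. In both control groups the GC slope fell from replicate 1 to replicate 3. In WT MEFs the genes called higher had a median transcript length of 1670 bases and those called lower 3685.5. The slope per 10-fold length lay between 0.134 and 0.148 in the WT control and between -0.288 and 0.0370 in the WT heat shock libraries. In KO MEFs the ranges of -0.00235 to 0.0836 and -0.0609 to 0.00440 overlapped. Heat shock and control thus lay apart in 1 genotype, so drift between libraries and an effect of heat shock cannot be told apart for these genes.

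Heat shock raised small RNAs that the paper does not discuss. Rn7sk rose by 3.79 on the log2 scale in WT and 4.09 in KO MEFs, Rmrp, the RNA of an RNase complex, by 4.47 and 4.59, and Rpph1, the RNA of RNase P, by 4.00 and 1.94. The libraries were made from poly-A RNA and these transcripts normally lack a poly-A tail. The mitochondrial ribosomal RNA mt-Rnr2 rose by 1.14 and 2.51.

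In KO control MEFs 177 genes without a read had a mean signal of at least 100 in WT control MEFs, against 14 genes in the opposite case. The paper does not discuss Hox and limb genes, of which 18 of 31 and 23 of 35 tested were lower in KO MEFs. Homozygous loss of chromosome segments in the KO MEFs was tested by the places of the silent genes. Of 10441 genes with a mean signal of at least 100 in 1 line, 237 had at most 3 reads in KO and 27 in WT MEFs, and 0 runs of 3 or more neighbouring silent genes were found, where 1000 random orders gave a median of 0, a 95th percentile of 1 and at most 3. At lower levels, added after the data were seen, runs appeared: 3 at a mean signal of at least 50 (random orders at most 3, 95th percentile 2) and 5 at 25 (at most 5, 95th percentile 2), all silent in KO MEFs, among them Asb4, Pdk4 and Dync1i1 on chromosome 6. As many runs came up in 7 of the 1000 random orders at 50 and in 2 at 25. Loss of single segments and genes switched off at random places therefore both stay open. Whether families of neighbouring genes were silenced jointly could not be tested at the level of 100, since 0 runs left none to examine.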

How the results depend on the processing

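The correction for GC content and DESeq2 at a fold of 2 were added after the data were seen, and all other settings in this section were planned. For 382 results on named genes, 25 settings gave 9498 comparisons, of which 9339 kept direction and side of the threshold, 158 fell under the threshold and 0 reversed. The 1 remaining comparison was Hsf1, called with no fold threshold. Under all settings 331 results stayed on their side. Rescaling by TMM, quantiles, edgeR or DESeq2 moved the median of all genes by at most 0.0997 log2. The cause was not tested for the changes that follow, apart from the thresholds that define a setting.

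With no fold threshold the higher and lower genes became 5063 and 5729 (KO against WT control), 5129 and 5670 (the same after heat shock), 2020 and 2069 (heat shock in WT), 256 and 113 (heat shock in KO), and 178 and 69 in both genotypes. Heat shock in WT raised 122 genes at a filter of 50, 138 with DESeq2 and 111 with DESeq2 on the compared groups, which lowered 188, and 180 were lower after the GC correction. Heat shock in KO gave 30 higher and 14 lower genes with the compared groups alone, 45 and 25 with DESeq2, 50 higher with DESeq2 on the compared groups and 69 lower after the GC correction. Called higher in both genotypes were 22 (5 lower) with the compared groups alone and 31 with either DESeq2 fit. DESeq2 at a fold of 2 gave 61 and 28 for heat shock in WT and 16 and 4 in KO, and on the compared groups 45 and 15, and 25 and 11. The response of KO minus that of WT called 1 higher and 1 lower at a pseudocount of 0.5, 7 and 5 at a pseudocount of 5, 3 lower at a filter of 50, 1 and 3 with quantile normalization, 6 and 4 with edgeR, 32 and 8 with DESeq2, and 13 and 4 after the GC correction.

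Leaving out 1 library, heat shock in WT raised 157 to 282 genes and lowered 155 to 478 (478 without WT control replicate 1, 450 without WT heat shock replicate 1, 157 and 155 without WT control replicate 3). Heat shock in KO lowered 29 to 52 (29 without KO control replicate 3), and 11 to 21 were lower in both (11 without KO heat shock replicate 2). The difference between the responses called 0 to 101 higher and 0 to 25 lower (101 and 25 without WT control replicate 1, 52 and 16 without WT heat shock replicate 1, 11 and 2 without KO control replicate 3, 2 and 6 without WT heat shock replicate 3, 1 higher without KO control replicate 1).

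With an estimated correlation the adjusted p became 0.0970 for Wnt ligands and cholesterol genes, 0.128 for Wnt receptors, the Fig. 2b genes and HSF1 chaperones (KO against WT control), 0.542 for collagens, 0.0986 and 0.0922 for HSF1 chaperones after heat shock in KO and between the responses, 0.145 for Hox and 0.128 for limb genes, and 0.163 for both Reactome heat lists. The estimate was -0.0400 for Wnt ligands, -0.0276 for Wnt receptors and 9.78e-04 for HSF1 chaperones, all under the preset 0.01. Correlation between genes therefore did not raise the p-values of these lists. The other lists of this comparison had estimates above 0.01. With fgsea it became 0.146 (receptors), 0.509 (HSF1 chaperones), 0.490 (collagens), 0.216 (cholesterol), 0.0978 (HSF1 chaperones after heat shock in KO), 0.438 (the same in heat-shocked KO against WT) and 0.338 (both Reactome lists). Receptors gave 0.0592 at a filter of 50 and 0.0892 after the GC correction, and HSF1 chaperones 0.142 after heat shock in KO and 0.119 between the responses with quantile normalization. At a fold of 4, Signaling by Wnt had 0.688, TCF dependent signaling and Cholesterol biosynthesis 1 and Axon guidance 0.0572, and 7 pathways were enriched among the higher genes. The epithelium list had no test at a filter of 50.

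With the replicate number as a block, Egr2 (0.62) and Snord104 (-0.77) lost their calls after heat shock in KO MEFs (adjusted p = 0.0540 each), and no other call of a named gene or list changed. Heat shock then raised 226 and lowered 277 genes in WT and raised 76 and lowered 37 in KO MEFs, and KO against WT control gave 3262 higher and 3670 lower. Depth limited genes such as Wnt2 and Wnt7b, which reached a signal of 10 in 2 of the 12 libraries and were not tested.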

Differences from the paper's values

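At the paper's thresholds heat shock raised 82 genes in KO MEFs, and the paper's text reports 45. Of 24 alternatives set before the data were examined, 7 came within 1.5 times of the paper's number: the filter of at least 50 in 3 libraries, quantile normalization, only the compared groups, DESeq2 with all libraries and with the compared groups, and leaving out KO heat shock replicate 2 or 3. The other 17 did not. Heat shock lowered 44 genes in KO MEFs, and the paper's text reports 25. Here 10 of 24 alternatives came within 1.5 times: the filter of at least 50, the replicate block, both DESeq2 fits, and leaving out WT control replicate 2 or 3, KO control replicate 2 or 3, or KO heat shock replicate 2 or 3. DESeq2 with all libraries gave 45 and 25, the paper's own numbers. For heat shock in WT MEFs the same fit gave 138 higher and 204 lower genes, each fewer than the paper's text reports.

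Read by eye in Fig. 2b, the paper's log2 fold change is about -8.4 for Wnt5a, where the bound here was -9.66, about -6.6 for Wnt5b, where the fitted value here was -7.51, which depends on the pseudocount because KO MEFs had 1 read, and about -6.0 for Fzd3, where the bound was -6.83. It is about -4.3 for Fzd6 (bound -5.01), about -3.5 for Wnt6 (bound -4.10) and about 2.0 for Sost (bound 2.59). Of the alternatives set before the data were examined, quantile normalization alone came within the spread for Fzd6, Wnt6, Fzd3 and Wnt5b, and none did for Wnt5a. Sost was too low for the alternatives.

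For KO against WT control, the paper's text reports 2533 lower and 2206 higher genes at a fold of 1.5, against 3669 and 3255 here, within 1.5 times of the paper's. Of 24 alternatives set beforehand, 20 came within 1.5 times for the lower genes and 18 for the higher ones. DESeq2 at the fold of 1.5 was not among these: it gave 3912 and 3455, and on the compared groups 3906 and 3331. DESeq2 at a fold of 2, chosen after the values were seen, gave 2701 and 2381, and on the compared groups 2683 and 2277.

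The paper names Wnt10b and Lef1 as the most strongly lower Wnt genes, and among the genes of Fig. 2b Wnt5a, Wnt5b and Fzd3 fell further here, although Wnt10b at -5.74 and Lef1 at -3.72 were lower as the paper states. The paper names Wnt as the most impaired pathway, from Panther and Reactome terms tested with Enrichr among its own lower genes. Signaling by Wnt ranked 23 of 820 Reactome pathways among the genes called lower here. Panther and Enrichr were not used here, so the 2 rankings differ in terms, tool and calls. The paper counts antagonists among the inhibited genes, and of 8 tested here 2 were lower and 3 higher. The paper names actin, cytoskeleton and matrix terms among the lower genes from a Gene Ontology analysis, which was not repeated here. The lists here were written from general knowledge and are not those terms. Of the 35 actin and contractile genes listed, 8 were lower and 7 higher (adjusted p = 0.929 from camera in limma), and of 22 collagens 16 were lower. The paper names the PPAR-γ pathway with cholesterol biosynthesis as most enriched. Here cholesterol biosynthesis ranked 1 among the higher genes. The paper's PPAR-γ gene set was not tested, and of a list of 24 PPAR-γ genes written from general knowledge 8 were higher and 7 lower (adjusted p = 0.986 from camera in limma).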

Other observations

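The look at the genes around Peg10 was chosen only after their values were seen. KO control MEFs differed from WT control MEFs in the genes that mark position along the body. Of 31 Hox genes tested, 18 were lower and 3 higher (median -0.70, adjusted p = 0.0152 from camera in limma; adjusted p = 0.145 with an estimated correlation, and 1.26e-04 to 0.145 over the alternatives). Hoxa11 and Hoxd9, genes of the limb and posterior body, had no read in KO MEFs and were at least 145-fold lower each, Hoxc13 was at least 127-fold lower, and Hoxa9 had 791 reads in WT and 1 in KO MEFs (ratio 634, 95% counting interval 113 to 25062), while Hoxc8 rose by 2.34. Of 35 limb and regional genes, 23 were lower and 6 higher (median -1.76, adjusted p = 0.00303; adjusted p = 0.128 with an estimated correlation, and 1.16e-05 to 0.128 over the alternatives). Gata4 fell by 8.41, Msx1 was at least 246-fold, Hand2 at least 205-fold and Tbx5 at least 164-fold lower, and Twist2 rose by 1.97.

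Secreted factors and immune genes went both ways. Of 27 cytokine and chemokine genes, 15 were lower and 8 higher (adjusted p = 0.401 from camera; in a Fisher exact test 6.98 lower genes were expected, adjusted p = 0.00526), with Cxcl5 at -7.95, Cxcl12, the ligand of a stem cell homing receptor, at -4.92, Il33 at 7.25 and Hgf at 7.42. Of 21 interferon response genes, 10 were lower and 4 higher (adjusted p = 0.550): the class I antigen genes H2-D1 and H2-K1 rose by 4.14 and 3.93, while Ifih1 fell by 5.35 and Gbp3 by 4.82. Of 33 immediate early genes, 14 were higher and 9 lower (adjusted p = 0.199), with Nr4a1 at 2.90, Dusp1 at 2.40, Fos at 2.17 and Jun at 1.70. Among 24 genes of the unfolded protein response, 10 were higher and 4 lower (adjusted p = 0.193): Trib3, Chac1 and Ddit3 of the ATF4 branch rose by 3.41, 2.08 and 1.97, and Hspa5 changed by -0.09 (adjusted p = 0.258). Of 32 cell cycle genes, 25 were not called (adjusted p = 0.544), Mki67 at -0.03 among them. Of 21 p53 targets, 7 were lower and 4 higher (adjusted p = 0.623), with Cdkn1a at 2.86 and Trp53inp1 at -3.39. Of 4 genes of the Ink4a/Arf locus, p53 and Rb, Rb1 rose by 1.71 and 3 were not called (adjusted p = 0.544), with Trp53 at 0.08.

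Of 8 lists of cell type markers, 6 held both higher and lower genes. Of 11 fibroblast markers, 5 were higher and 4 lower (adjusted p = 0.529), with Thy1 at 4.00 and Pdgfra at -1.57. Of 7 smooth muscle and pericyte markers, 4 were higher and 3 lower (0.917), with Des at 4.37 and Notch3 at -1.40, and of 8 cartilage and bone markers, 6 were lower and 1 higher (0.230; in a Fisher exact test 2.07 lower genes were expected, adjusted p = 0.0213). Of 4 macrophage and blood markers, 2 were lower and 1 higher (0.706), with Csf1r at -8.62 and Cd14 at 3.07, and of 4 endothelial markers, 1 was lower and 2 higher (0.974), with Flt1 at 2.52. Of 3 epithelial markers, 1 was lower and 2 higher (0.993), of 3 skeletal muscle markers 1 was higher (0.323), and of 4 neural markers 1 was lower (0.595), Map2 at least 521-fold. Besides Tgm2, 1 other transglutaminase gene was tested, Tgm3, which fell by 1.72, and its call ended with quantile normalization (-0.93). None of 4 Y chromosome genes passed the filter in either line, and Xist rose from 2743 to 11190. The counts of these lists were identical when adjusted over the list alone.

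Around the imprinted Peg10 on chromosome 6, Sgce, Peg10, Asb4, Pdk4 and Dync1i1 had no read in KO control MEFs, while Pon2, which lies between Peg10 and Asb4, and Slc25a13, which lies beyond Dync1i1, were read there and fell by 1.72 and 2.01. Asb4, Pdk4 and Dync1i1 lie next to each other among the genes with a mean signal of at least 50.

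After heat shock, KO MEFs differed from WT MEFs in 3288 higher and 3622 lower genes, about as many as before it (3996 and 3150 with quantile normalization), and the cholesterol genes were still higher as a set (adjusted p = 3.41e-07 from camera; adjusted p = 0.0469 with an estimated correlation). With heat shock, 2 of 11 fibroblast markers were called higher in each genotype, Col1a1 and Col1a2, which are also collagens (adjusted p = 0.00559 in WT and 3.72e-05 in KO MEFs from camera; adjusted p = 0.316 and 0.118 with an estimated correlation). The call of Col1a2 in WT MEFs ended with TMM rescaling (0.57), with quantile normalization (0.35), after the correction for GC content and transcript length (0.55), and without WT control replicate 3 or WT heat shock replicate 3, and its call in KO MEFs with quantile normalization (0.35) and without KO heat shock replicate 2. In WT MEFs that of Col1a1 ended with quantile normalization. Of 7 smooth muscle and pericyte markers, 1 was higher in WT and 2 in KO MEFs (3 when adjusted over the list alone), with medians of 0.37 and 0.38 (adjusted p = 0.0186 and 1.07e-04 from camera; adjusted p = 0.354 and 0.135 with an estimated correlation).

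Other splits of the 6 libraries of each comparison into groups of 3 were fitted with the compared groups alone. The real split called 6936 genes for KO against WT control and the highest of the other splits 0, and for heat-shocked KO against heat-shocked WT it called 6903 and the highest other 0. For heat shock in WT the real split called 378 and the highest other 0, and for heat shock in KO 44 and 2. In each comparison 1 of 10 splits, the real one, gave a result as large, and 10 splits are too few for a share under 0.05.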
